# HSF-1 promotes longevity through ubiquilin-1-dependent mitochondrial network remodelling

**DOI:** 10.1038/s41467-024-54136-x

**Published:** 2024-11-12

**Authors:** Annmary Paul Erinjeri, Xunyan Wang, Rhianna Williams, Riccardo Zenezini Chiozzi, Konstantinos Thalassinos, Johnathan Labbadia

**Keywords:** Energy metabolism, Chaperones

## Abstract

Increased activity of the heat shock factor, HSF-1, suppresses proteotoxicity and enhances longevity. However, the precise mechanisms by which HSF-1 promotes lifespan are unclear. Using an RNAi screen, we identify ubiquilin-1 *(ubql-1)* as an essential mediator of lifespan extension in worms overexpressing *hsf-1*. We find that *hsf-1* overexpression leads to transcriptional downregulation of all components of the CDC-48-UFD-1-NPL-4 complex, which is central to both endoplasmic reticulum and mitochondria associated protein degradation, and that this is complemented by UBQL-1-dependent turnover of NPL-4.1. As a consequence, mitochondrial network dynamics are altered, leading to increased lifespan. Together, our data establish that HSF-1 mediates lifespan extension through mitochondrial network adaptations that occur in response to down-tuning of components associated with organellar protein degradation pathways.

## Abstract (web summary)

Increased activity of heat shock factor 1 (HSF1) promotes longevity; however, the mechanisms underlying this are unclear. Here, the authors show that in the nematode worm Caenorhabditis elegans, HSF1 overexpression increases lifespan through ubiquilin-1-dependent mitochondrial network remodelling.

## Introduction

Ageing is a major risk factor for chronic morbidities such as cancers, cardiovascular disorders, and neurodegeneration^1^. These diseases contribute to a rising burden on families, communities, and healthcare across the world^1^. Environmental and genetic factors contribute to ageing by influencing a complex network of pathways and processes that drive cellular dysfunction^1^. These include the loss of protein homeostasis (proteostasis), which is characterised by the appearance and aggregation of misfolded and mislocalised proteins within cells and tissues^2^.

Cells possess an array of protein quality control mechanisms collectively referred to as the proteostasis network (PN), which act to preserve proteome integrity^3^. The PN coordinates protein synthesis, folding, disaggregation and degradation and integrates components of the translational machinery, molecular chaperones and co-chaperones and the proteolytic systems - the ubiquitin-proteasome system (UPS), and autophagy-lysosomal system - to ensure cell viability^3^.

The cytosolic/nuclear arm of the PN is subject to regulation by heat shock transcription factor 1 (HSF-1), which protects the proteome by driving the expression of heat shock proteins (HSPs) that function as molecular chaperones^3,4^. In line with its function, the knockdown of HSF-1 leads to increased protein aggregation, tissue dysfunction and decreased survival, whereas overexpression of HSF-1 maintains proteome integrity, promotes tissue health, and extends lifespan^5^. While it is apparent that increasing HSF-1 activity is beneficial for longevity, our understanding of the mechanisms that act downstream of HSF-1 to prolong healthy tissue function remains limited.

It is widely believed that HSF-1 regulates ageing by upregulating the expression of HSPs. However, in addition to HSPs, HSF-1 also controls the expression of genes encoding cytoskeletal components, metabolic enzymes, ribosomal subunits, chromatin factors and components of the UPS^6,7^. Moreover, recent work has demonstrated roles for autophagy^8^, maintenance of the cytoskeleton and lipid regulation^9,10^ in HSF-1-mediated lifespan extension. These observations indicate that HSF-1 regulates longevity through mechanisms beyond HSP-mediated chaperoning of the proteome.

Here, we employ an RNAi screen to identify the HSF-1 target genes that promote increased lifespan in *C. elegans* overexpressing HSF-1 (*hsf-1* OE). We find that the sole worm ubiquilin, ubiquilin-1 (*ubql-1*), is necessary for *hsf-1* OE to increase lifespan. Ubiquilins are multifaceted, conserved shuttle proteins that localise to the cytoplasm and nucleus, where they function as chaperones that aid in the degradation of substrates through the ubiquitin-proteasome system and autophagy^11,12^. This is facilitated by their N-terminal Ubiquitin (Ub)-like (UBL) domain, C-terminal Ub-associated (UBA) domain and STI domains, which enable binding to the proteasome, polyubiquitinated chains and potential clients^11–13^. Despite its central role in protein degradation, we find that ubiquilin-1 does not promote longevity by altering general proteostasis capacity. Instead, ubiquilin-1 increases lifespan upon overexpression of HSF-1 by reducing NPL-4.1 levels and promoting mitochondrial network remodelling.

## Results

### Ubiquilin-1 is required for HSF-1-mediated lifespan extension

Overexpression of HSF-1 (*hsf-1* OE) leads to the extension of lifespan in *C. elegans*^14,15^. To better understand the mechanisms that act downstream of HSF-1 to promote longevity, an RNAi screen was performed to determine which HSF-1 target genes are required for the increased lifespan of *hsf-1* OE worms. Our RNAi screen consisted of 96 *C. elegans* genes shown to be directly regulated by HSF-1 under basal or stress conditions (Supplementary Fig. 1a and Supplementary Data 1)^16^. We identified the gene ubiquilin-1 (*ubql-1*) as the strongest modifier of *hsf-1* OE lifespan without comparable effects on the lifespan of wild-type worms (Fig. 1a).

**Fig. 1:**
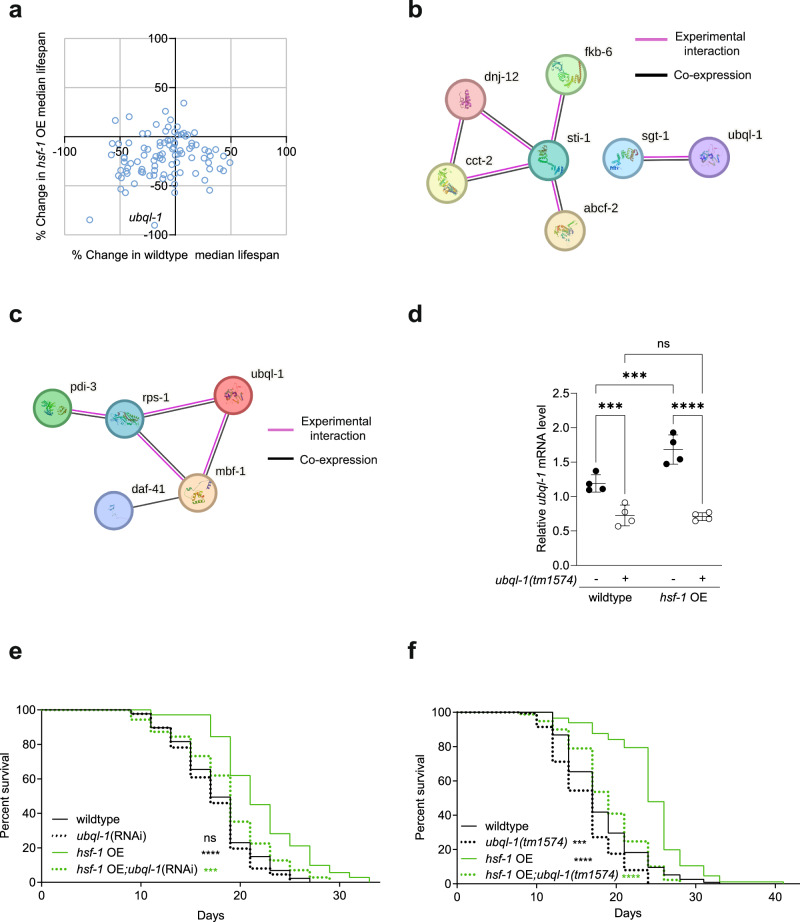
Ubql-1 is necessary for hsf-1 OE to extend lifespan. **a** Changes in median lifespan in wildtype and *hsf-1* overexpressing (*hsf-1* OE) worms after RNAi against HSF-1 target genes (sample numbers for all groups can be found within Supplementary Data 1). **b**, **c** STRING networks of screened genes that, when knocked down, were found to (**b**) decrease *hsf-1* OE lifespan by > 20% with no effect on wild-type lifespan, or (**c**) increase *hsf-1* OE lifespan by > 20% but decrease wildtype lifespan by the same degree. Black lines represent interaction by co-expression, and purple lines represent evidence of experimental interaction. *ubql-1* was included in (**c**) for reference, and genes without any connections were removed. **d** Relative expression of *ubql-1* mRNA on day 1 of adulthood in wildtype, *ubql-1(tm1574)*, *hsf-1* OE, and *hsf-1* OE; *ubql-1(tm1574)* animals grown on OP50. Values were normalised to the geometric mean of the housekeeping genes *rpb-2*, *pmp-3,* and *cdc-42*. Data plotted are the mean of 4 biological replicates +/− SD (wildtype vs *ubql-1(tm1574)*, *p* = 0.0008; *hsf-1*OE vs *hsf-1*OE;*ubql-1(tm1574)*, *p* < 0.0001; wildtype vs *hsf-1*OE, *p* = 0.0005; *ubql-1(tm1574)* vs *hsf-1*OE;*ubql-1(tm1574)*, *p* = 0.8662). **e**, **f** Lifespan of (**e**) wildtype and *hsf-1* OE animals on empty vector and *ubql-1*(RNAi) (wildtype vs *ubql-1*(RNAi), *p* = 0.2886; wildtype vs *hsf-1*OE, *p* < 0.0001; *hsf-1*OE vs *hsf-1*OE;*ubql-1*(RNAi), *p* = 0.0002) and (**f**) wildtype, *ubql-1(tm1574)*, *hsf-1* OE, *hsf-1* OE;*ubql-1(tm1574)* animals grown on OP50 (wildtype vs *ubql-1(tm1574)*, *p* = 0.0002; wildtype vs *hsf-1*OE, *p* < 0.0001; *hsf-1*OE vs *hsf-1*OE;*ubql-1(tm1574)*, *p* < 0.0001). Statistical significance was calculated using (**d**) two-way ANOVA with Fishers LSD and (**e**, **f**) Mantel-Cox log-rank test. ns, not significant (*p* > 0.05), **p < 0.01, ***p < 0.001, ****p < 0.0001. Full statistics for lifespan trials (including n values) can be found in Supplementary Data 2. Source data are provided as a Source Data file.

An analysis of all RNAi clones that reduced the lifespan of *hsf-1* OE worms > 20% but did not alter wild-type lifespan, revealed a network (based on co-expression or physical interaction) formed of two clusters: one containing UBQL-1 and SGT-1, and another containing STI-1, DNJ-12, CCT-2, FKB-6 and ABCF-2 (Fig. 1b and Supplementary Data 1). Conversely, we also identified genes whose knockdown increased *hsf-1* OE lifespan > 20% but had an opposing effect on the lifespan of wild-type worms. These were found to contain a small ubiquilin-associated network (co-expression or physical interaction) containing the ribosome-associated proteins RPS-1 and MBF-1^17^, as well as the co-chaperone DAF-41/P23 and the protein disulphide isomerase, PDI-3 (Fig. 1c and Supplementary Data 1).

UBQLN1 has been shown to directly interact with SGTA to mediate protein degradation in human cells^18^, while STI1 has homology with UBQLN1 and has roles in protein degradation^12^. Together, these findings suggest that UBQL-1 may act as part of, or in parallel to, a wider network of protein folding and degradation complexes to promote longevity upon *hsf-1* OE.

As the strongest hit from our screen, we decided to focus our attention on *ubql-1*. Consistent with previous reports that the *ubql-1* promoter is bound by HSF-1^16^ (Supplementary Fig. 1b), *hsf-1* OE worms exhibited increased *ubql-1* expression in early adulthood (Fig. 1d). Furthermore, an assessment of existing *C. elegans* tissue-specific RNA seq-data^19^, revealed that *ubql-1* is expressed in all hermaphrodite tissue/cell types, with the exception of arcade cells and valve cells (Supplementary Fig. 1e).

To verify our RNAi screen, we grew animals on empty vector control (L4440) or *ubql-1*(RNAi) and measured survival in two independent *hsf-1* OE lines^10,15^. Knockdown of *ubql-1* suppressed the increased lifespan of both *hsf-1* OE lines tested (Fig. 1e, Supplementary Fig. 1d and Supplementary Data 2). In addition, we assessed lifespan in *ubql-1(tm1574)* mutants that harbour a 755 bp deletion spanning the whole of exons 1 and 2 and express reduced levels of a truncated *ubql-1* mRNA and protein (Fig. 1d, Supplementary Fig. 1c and f, and Supplementary Data 3). Lifespan assays revealed that *ubql-1(tm1574)* mutants are shorter lived than wildtype controls and that the presence of the *ubql-1(tm1574)* mutation reduces the lifespan of *hsf-1* OE worms to that of wildtype animals (Fig. 1f and Supplementary Data 2). Together, our data establish *ubql-1* as a mediator of HSF-1-mediated lifespan extension in *C. elegans*. Therefore, we sought to investigate the processes through which *ubql-1* impacts longevity.

### *Ubql-1* is not required for *hsf-1* OE to suppress age-related protein aggregation

To better understand the mechanisms by which *ubql-1* functions to suppress ageing downstream of HSF-1, we first investigated whether *ubql*-1 influences HSF-1 activity. Mutation of *ubql-1* did not alter the expression of canonical HSF-1 target genes basally (*hsp-16.11* and *hsp-70*) or in response to heat shock (*hsp-16.11*, *hsp-70* and *F44E5.4*), in wildtype or *hsf-1* OE worms (Fig. 2a–c and Supplementary Fig. 2a, b). These data suggest that *ubql-1* mutants do not block *hsf-1* OE lifespan extension by reducing HSF-1 activity, although we cannot completely rule out more subtle or nuanced changes to HSF-1.

**Fig. 2:**
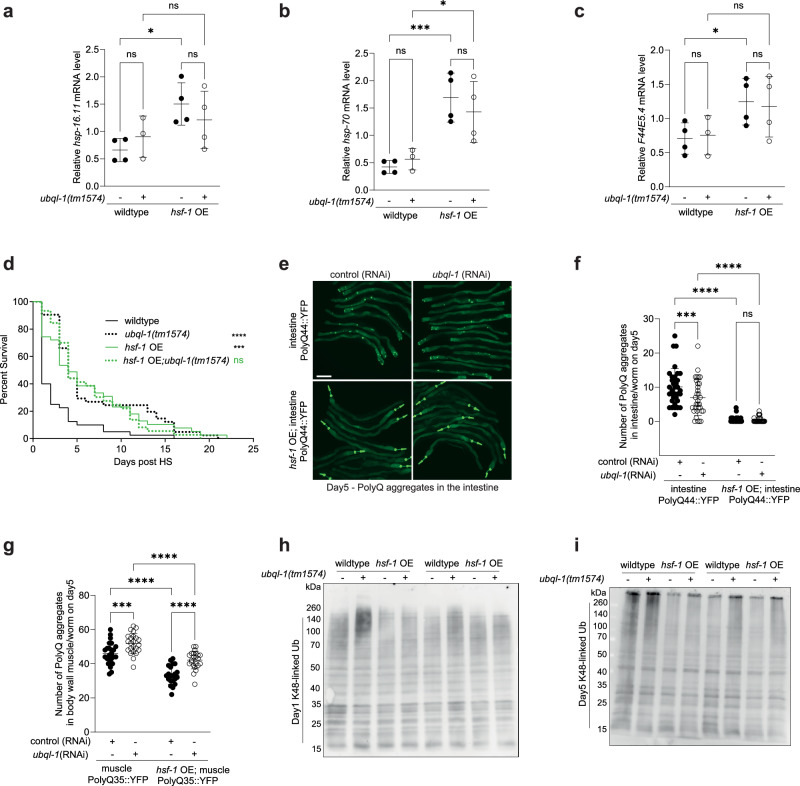
Ubql-1 is not required for hsf-1 OE to suppress age-related protein aggregation. **a**–**c** Relative expression of *hsp-16.11*, *hsp-70* and *F44E5.4* mRNA on day 1 of adulthood in wildtype, *ubql-1(tm1574)*, *hsf-1* OE, and *hsf-1* OE;*ubql-1(tm1574)* animals grown on OP50 and subjected to heat shock (33 °C, 30 mins). Values were normalised to the geometric mean of the housekeeping genes *rpb-2*, *pmp-3* and *cdc-42,* and data are the mean of 4 biological replicates. Statistical comparisons are: (**a**) *hsp-16.11* (wildtype vs *ubql-1(tm1574)*, *p* = 0.4326; *hsf-1*OE vs *hsf-1*OE;*ubql-1(tm1574)*, *p* = 0.3181; wildtype vs *hsf-1*OE, *p* = 0.0115; *ubql-1(tm1574)* vs *hsf-1*OE;*ubql-1(tm1574)*, *p* = 0.3286), (**b**) *hsp-70* (wildtype vs *ubql-1(tm1574), p* = 0.6431, *hsf-1*OE vs *hsf-1*OE;*ubql-1(tm1574)*, *p* = 0.3581, wildtype vs *hsf-1*OE, *p* = 0.0007; *ubql-1(tm1574)* vs *hsf-1*OE;*ubql-1(tm1574)*, *p* = 0.0138), (**c**) *F44E5.4* (wildtype vs *ubql-1(tm1574)*, *p* = 0.8607; *hsf-1*OE vs *hsf-1*OE;*ubql-1(tm1574)*, *p* = 0.7737; wildtype vs *hsf-1*OE, *p* = 0.0463; *ubql-1(tm1574)* vs *hsf-1*OE;*ubql-1(tm1574)*, *p* = 0.1324). **d** Survival of wildtype, *ubql-1(tm1574)*, *hsf-1* OE, *hsf-1* OE;*ubql-1(tm1574)* animals on D1 of adulthood following exposure to heat shock (35˚C for 4 h) (wildtype vs *ubql-1(tm1574)*, *p* < 0.0001; wildtype vs *hsf-1*OE, *p* = 0.0001; *hsf-1*OE vs *hsf-1*OE;*ubql-1(tm1574)*, *p* = 0.9380). **e** Representative images of wildtype and *hsf-1* OE worms expressing intestinal polyQ44::YFP grown on the empty vector (EV) or *ubql-1*(RNAi) at day 5 of adulthood. Scale bar, 200 µm. **f**, **g** Number of polyglutamine::YFP aggregates present in the (f) intestine (Q44::YFP) and (**g**) body wall muscle (Q35::YFP) on D5 of adulthood in wildtype and *hsf-1* OE animals grown on empty vector and *ubql-1*(RNAi). One of three independent experiments has been represented for intestinal and muscle PolyQ sensors. Intestinal and muscle data are presented as the mean values +/− SD. Statistical comparisons are (**f**) iPolyQ EV (*n* = 35) vs iPolyQ*;ubql-*1(RNAi) (*n* = 32), *p* = 0.0009; *hsf-1*OE;iPolyQ EV (*n* = 33) vs *hsf-1*OE;iPolyQ;*ubql-1*(RNAi) (*n* = 36), *p* = 0.9424; iPolyQ EV vs *hsf-1*OE;iPolyQ EV, *p* < 0.0001; iPolyQ; *ubql-*1(RNAi) vs *hsf-*1OE; iPolyQ;*ubql-1*(RNAi), *p* < 0.0001, and (**g**) mPolyQ EV (*n* = 25) vs mPolyQ*;ubql-*1(RNAi) (*n* = 23), *p* = 0.0008; *hsf-1*OE;mPolyQ EV (*n* = 21) vs *hsf-1*OE;mPolyQ;*ubql-1*(RNAi) (*n* = 23), *p* < 0.0001; mPolyQ EV vs *hsf-1*OE;mPolyQ EV, *p* < 0.0001; mPolyQ;*ubql-*1(RNAi) vs *hsf-*1OE;mPolyQ;*ubql-1*(RNAi), *p* < 0.0001. **h**, **i** western blotting for K48-linked ubiquitylated proteins on (**h**) day 1 or (**i**) day 5 of adulthood in wildtype, *ubql-1(tm1574)*, *hsf-1* OE, and *hsf-1* OE;*ubql-1(tm1574)* animals. Blots are representative of 4 independent experiments. All error bars denote SD. Statistical significance was calculated using (**a**–**c**, **f** and **g**) two-way ANOVA with Fishers LSD and (**d**) Mantel-Cox log-rank test. ns, not significant (*p* > 0.05), *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001. Full statistics for lifespan trials (including n values) can be found in Supplementary Data 2. Source data are provided as a Source Data file.

Next, we asked whether *ubql-1* is necessary for worms to manage heat-induced protein folding stress. As expected, *hsf-1* OE worms survived for longer than wildtype worms following heat stress as young adults (Fig. 2d). Despite being shorter-lived, *ubql-1* mutants were more stress resistant than wild-type worms; however, this was not further increased in *ubql-1* mutants upon overexpression of HSF-1 (Fig. 2d). Given that *ubql-1* mutants do not exhibit hallmarks of increased HSF-1 activity (i.e., expression of *hsp-16.11, hsp-70, or F44E5.4* was not elevated in *ubql-1* mutants) these data suggest that *ubql-1* is necessary for *hsf-1* OE to increase stress resistance in worms.

Many factors and pathways can contribute to stress resistance. Therefore, to more precisely examine the effects of *ubql-1* on proteostasis capacity, we took advantage of well-described polyglutamine::YFP-based (PolyQ::YFP) proteostasis sensors^20–22^ expressed exclusively in the intestine (Q44) or body wall muscles (Q35). PolyQ aggregation increased with age in both intestinal and muscle tissues (Fig. 2e–g and Supplementary Fig. 2c–e) of wildtype worms and was strongly suppressed on day 3 and day 5 of adulthood by overexpression of *hsf-1* (Fig. 2e–g and Supplementary Fig. 2c–e). Knockdown of *ubql-1* increased polyQ aggregation on day 5 of adulthood within the muscle, but not the intestine, of both wild-type and *hsf-1* OE worms (Fig. 2e–g and Supplementary Fig. 2c). However, the degree to which *hsf-1* OE suppressed polyQ aggregation in muscle and intestinal tissues compared to wildtype counterparts, was the same in both the control (RNAi) and *ubql-1* (RNAi) treatment groups (Fig. 2f, g and Supplementary Fig. 2d, e). This suggests that *ubql-1* is not necessary for *hsf-1* OE to suppress age-related polyglutamine aggregation.

Given that polyQ is an artificial sensor of proteostasis capacity, we reasoned that loss of *ubql-1* may impede the ability of *hsf-1* OE to promote the degradation of endogenous ubiquitylated substrates with age. Therefore, we assessed the abundance of polyubiquitylated, K48-linked ubiquitylated (proteasome directed) and K63-linked ubiquitylated (lysosome directed) proteins^23^, on day 1 and day 5 of adulthood.

We observed that levels of high molecular weight, aggregated polyUb, K48-ubiquitylated and K63-ubiquitylated proteins increased with age in all genotypes tested (Fig. 2h, i and Supplementary Fig. 2f–m). However, the level of soluble and aggregated polyubiquitylated or K63-ubiquitylated proteins was not consistently altered on day 1 or day 5 of adulthood in *hsf-1* OE or *ubql-1* mutant animals, compared to wild-type controls (Supplementary Fig. 2f–m).

In contrast, the levels of both soluble and aggregated K48-ubiquitylated proteins were elevated in *ubql-1* mutant worms on day 1 and day 5 of adulthood (Fig. 2h, i and Supplementary Fig. 2h, i). Interestingly, *hsf-1* OE did not consistently alter levels of K48-Ub proteins on day 1 of adulthood but did reduce levels of soluble and aggregated K48-Ub proteins in both wild type and *ubql-1* mutant backgrounds on day 5 of adulthood (Fig. 2h, i and Supplementary Fig. 2h, i). These data suggest that both *ubql-1* and *hsf-1* OE suppress the accumulation and aggregation of K48-linked ubiquitylated proteins with age, but that *ubql-1* is not necessary for *hsf-1* OE to mediate these effects.

### *Ubql-1* is necessary for a sub-set of transcriptomic and proteomic changes induced by *hsf-1* overexpression

While we cannot completely rule out changes in proteostasis as a contributor to *hsf-1* OE-mediated lifespan extension, our data suggested that *ubql-1* may be influencing longevity in *hsf-1* OE animals through alternative mechanisms to general proteostasis maintenance. Therefore, we employed an unbiased transcriptomics and proteomics approach to identify the genes, proteins and processes that may facilitate lifespan extension downstream of *ubql-1* in *hsf-1* OE worms.

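RNA was sequenced from 4 genotypes on day 1 of adulthood at 20 °C, with 4 biological replicates of each: wildtype (N2), *hsf-1* OE, *ubql-1(tm1574)*, and *hsf-1* OE; *ubql-1(tm1574)*. The *hsf-1* OE strain carries an integrated transgene in which the *sur-5* promoter drives *hsf-1*, and the last strain was made by crossing it with the *ubql-1* mutant. The authors purified mRNA on poly-dT beads, sequenced paired ends, aligned the reads with Hisat2 and counted those mapped to each gene with featureCounts. The deposited values used here are these counts, without normalization. They are held in 3 tables of 8 libraries each, which do not list genes with fewer than 2 counts in their libraries. Total counts per library lay between 18202151 and 30524762. The median total was 21466920.5 in wildtype, 21893309.5 in *ubql-1(tm1574)*, 23338296.5 in *hsf-1* OE and 26435251 in *hsf-1* OE; *ubql-1(tm1574)*. Counts were normalized for library size by edgeR's TMM method. Group means and their SDs are of normalized counts over the 16 libraries, and each log2 fold change comes from edgeR's fit of the 8 libraries compared. The reads carry no molecular identifiers, so a limit set by the floor of 3 counts covers counting error only. Gene positions are those of the files, whose build the paper does not name, and 99.98% of the 23180 genes compared overlapped their WBcel235 position.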

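Counts of the 2 genes that define the genotypes were examined in every library. *hsf-1* (Y53C10A.12) lies on chromosome I from 11953511 to 11961984. Its normalized count was 2412 ± 136 (SD, n = 4) in wildtype, 2288 ± 52.0 in *ubql-1(tm1574)*, 1994 ± 368 in *hsf-1* OE and 2828 ± 362 in *hsf-1* OE; *ubql-1(tm1574)*. Replicates 1, 2 and 4 of *hsf-1* OE had 1770, 2040 and 1673 normalized counts, under the lowest wildtype library at 2318, while replicate 3 had 2496. Between *hsf-1* OE and wildtype the log2 fold change was -0.13 (standard error 0.13, adjusted p = 0.386 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and p = 0.343 from a two-sided exact permutation test). With one library left out in turn it lay between -0.37 and -0.10, and the lowest value, without *hsf-1* OE replicate 3, had an adjusted p of 0.0125 from the same test. DESeq2 gave -0.34 (adjusted p = 0.0458), one edgeR fit of all 16 libraries -0.27 (adjusted p = 0.0408), and scaling to *rpb-2*, *pmp-3* and *cdc-42*, the housekeeping genes of the paper's RT-qPCR, 0.24 (adjusted p = 0.188). A rise in *hsf-1* mRNA was therefore not detected, and each direction reported for *hsf-1* OE is that of the libraries labelled *hsf-1* OE. From *hsf-1* OE to *hsf-1* OE; *ubql-1(tm1574)* the log2 fold change of *hsf-1* was 0.48 (standard error 0.15, adjusted p = 0.255), and 0.49 (adjusted p = 0.0496) with the replicate number as a block. *ubql-1* (F15C11.2) lies on chromosome I from 7021982 to 7029054. Its normalized count was 4055 ± 106 (SD, n = 4) in wildtype, 1788 ± 124 in *ubql-1(tm1574)*, 3779 ± 255 in *hsf-1* OE and 1373 ± 102 in *hsf-1* OE; *ubql-1(tm1574)*. The mutation lowered it by a log2 fold change of -1.18 (standard error 0.05, adjusted p = 1.13e-05) against wildtype and of -1.49 (standard error 0.07, adjusted p = 1.84e-05) against *hsf-1* OE, the same test. All 4 mutant libraries lay under all 4 libraries without the mutation in both comparisons (exact permutation test, p = 0.029, the smallest that 4 against 4 allow).

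**Figure D1:**
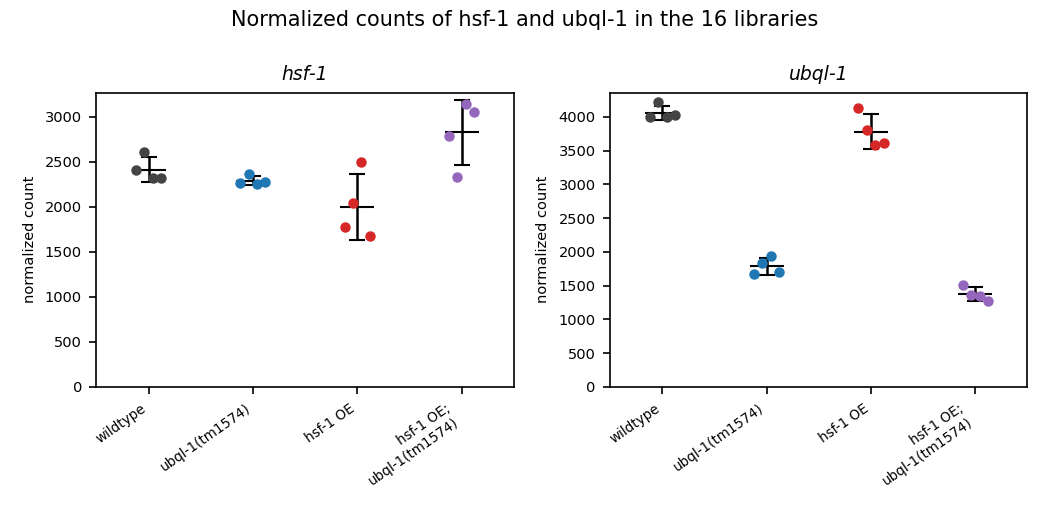
Normalized counts of *hsf-1* and *ubql-1* on linear axes for the 4 genotypes, with points for single libraries and black bars for the mean ± SD (n = 4). The *hsf-1* OE libraries span 1673 to 2496 counts of *hsf-1*, against 2318 to 2608 in wildtype, and the *ubql-1(tm1574)* libraries average 1788 counts of *ubql-1* against 4055 in wildtype.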

We found that HSF-1 overexpression generated substantial changes across both the proteome and transcriptome, with a total of 3262 transcripts (2343 increased and 919 decreased, (Log 2-FC, FDR *p* < 0.05)) and 1564 proteins (948 increased and 616 decreased, FDR < 0.05) altered compared to wildtype worms (Supplementary Fig.3a, b, Supplementary Data 3 and Supplementary Data 6). 

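Between the 4 libraries labelled *hsf-1* OE and the 4 wildtype libraries, 3873 of the 14794 genes tested passed an adjusted p of 0.05 in edgeR's quasi-likelihood test and an absolute log2 fold change of 1. Of these, 3341 had higher and 532 lower counts in the libraries labelled *hsf-1* OE, so that 86.3% were higher. The fold change threshold moved the count most, and without it 9960 genes passed. The division between the 2 directions also moved with the scaling of the libraries. DESeq2 gave 3265 higher and 1038 lower genes, and scaling to the 3 housekeeping genes gave 4981 higher and 281 lower. The median log2 fold change over all genes tested was 0.29, and it shifted by -0.20 with DESeq2's size factors, by -0.17 with edgeR's RLE normalization, by -0.14 with all 16 libraries in one fit and by 0.36 with the housekeeping genes. With each library left out in turn, between 3430 and 4402 genes passed both thresholds.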

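The 3 largest rises and the 3 largest falls were taken from the genes with at least 100 normalized counts on average whose 4 libraries of one genotype all lay above the 4 of the other, an order that chance gives to 2.86% of genes. Each of the 6 had an exact permutation p of 0.029, which this choice fixes. *anp-1* (T07F10.1; chromosome V, 12859381 to 12863833) had no counts in any wildtype library and 1971 ± 135 normalized counts (SD, n = 4) in the libraries labelled *hsf-1* OE, at least 545-fold more than the floor of 3 counts. It overlaps *nspg-1* on the other strand, and the paper's text does not say whether reads were counted by strand. F56A4.3 (chromosome V, 2453414 to 2456147) had 0.298 ± 0.596 normalized counts in wildtype and 382 ± 125 in the libraries labelled *hsf-1* OE, a rise of at least 105-fold. ZK1025.3 (chromosome I, 11460968 to 11463068) rose at least 78.3-fold, with single libraries at 23, 115, 221 and 736 normalized counts. Without *hsf-1* OE replicate 4, the highest of them, the bound was 33.4-fold. The linker histone gene *hil-2* (Y73B6BL.9; chromosome IV, 6294240 to 6295210) had 791 ± 54.4 normalized counts in wildtype and at most 1 count in a library labelled *hsf-1* OE, at least 229-fold fewer. *hil-5* (B0414.3; chromosome I, 5774585 to 5775610), which is related to it, fell from 6178 ± 665 to 3.41 ± 2.36 normalized counts, a log2 fold change of -10.64 (standard error 0.24, adjusted p = 4.34e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Y41D4A.4 (chromosome IV, 1745954 to 1751317) fell from 4185 ± 301 to 16.3 ± 10.7 normalized counts, a log2 fold change of -7.85 (standard error 0.31, adjusted p = 1.03e-06 from the same test). With one library left out in turn, the log2 fold change of *hil-5* stayed between -11.14 and -10.47 and that of Y41D4A.4 between -8.53 and -7.79.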

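The genes that Supplementary Data 7 lists under 12 KEGG terms were followed as sets between the libraries labelled *hsf-1* OE and wildtype. The study chose these genes on the same libraries, so their shift is not independent evidence. The genes listed as up-regulated had a median log2 fold change of 1.52 for metabolic pathways (42 genes tested, all higher), 1.54 for biosynthesis of amino acids (10 genes) and 1.47 for fatty acid metabolism (8 genes). The genes listed as down-regulated had a median of -1.005 for DNA replication (12 genes, all lower), -0.97 for mismatch repair (6 genes), -0.90 for base excision repair (7 genes), -1.04 for nucleotide excision repair (7 genes), -0.87 for the Fanconi anemia pathway (7 genes), -0.93 for basal transcription factors (9 genes), -0.89 for FoxO signalling (12 genes), -0.91 for Notch signalling (7 genes) and -1.91 for Wnt signalling (10 genes). All 12 sets had an adjusted p of 0.00197 or less from camera with a preset correlation of 0.01, and of 0.0028 or less from fry. With a correlation estimated from the data no set passed, at adjusted p of 0.345 to 0.384. In a hand-written list, 22 genes of ER protein folding and ER-associated degradation had a median log2 fold change of 0.23, with 16 higher and 6 lower (adjusted p = 0.366 from camera). The median was 0.02 without *hsf-1* OE replicate 1 and 0.11 without replicate 4, and 0.59 (adjusted p = 0.0226) with scaling to the 3 housekeeping genes. The 12 KEGG sets also moved the same way between *ubql-1(tm1574)* and wildtype. Both comparisons use the same wildtype libraries, which ties their directions. This therefore does not decide whether the shift is specific to *hsf-1* OE. Between *ubql-1(tm1574)* and wildtype the medians were smaller in size, with 0.70 for metabolic pathways and -0.22 for DNA replication. All 12 passed there in camera (adjusted p of 0.0164 or less). In fry fatty acid metabolism and Notch signalling did not. From *hsf-1* OE to *hsf-1* OE; *ubql-1(tm1574)* all 12 medians had the opposite sign. This comparison shares the libraries labelled *hsf-1* OE with the first, so the signs are not independent. All but fatty acid metabolism (adjusted p = 0.142) passed there in camera, and none in fry.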

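Individual genes of these terms differed by more than the spread between replicates. The asparagine synthetase gene *asns-2* (M02D8.4; chromosome X, 8748828 to 8750969) rose from 716 ± 146 normalized counts (SD, n = 4) in wildtype to 2622 ± 439 in the libraries labelled *hsf-1* OE. Its log2 fold change was 2.02 (standard error 0.18, adjusted p = 6.35e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The replication genes *pcn-1* (W03D2.4; chromosome IV, 4047929 to 4049448) and *mcm-7* (F32D1.10; chromosome V, 4347164 to 4349775) had 9092 ± 703 and 9451 ± 1230 normalized counts in wildtype, and 4014 ± 936 and 4181 ± 1120 in the libraries labelled *hsf-1* OE. Both fell by 1.05 on the log2 scale (standard errors 0.12 and 0.15, adjusted p = 0.000164 and 0.000386, the same test). *mcm-7* overlaps F32D1.3 on the other strand. For all 3 genes every library of one genotype lay above every library of the other (exact permutation p = 0.029). With one library left out in turn, the log2 fold change stayed between 1.79 and 2.11 for *asns-2*, between -1.33 and -1.01 for *pcn-1* and between -1.35 and -0.97 for *mcm-7*.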

While we did not observe a strong overlap in the specific identities of altered proteins and genes across our proteomic and transcriptomic datasets (Supplementary Fig. 3a, b), there was a good functional correlation between the two, with KEGG analysis^24^ revealing that up-regulated genes and proteins were enriched for pathways regulating metabolism and protein processing in the endoplasmic reticulum (ER), while down-regulated genes and proteins were enriched for pathways that included mismatch repair, DNA replication and signalling pathways (Supplementary Fig.3c, d, Supplementary Data 4 and Supplementary Data 7).

In contrast, loss of *ubql-1* resulted in fewer transcriptomic and proteomic changes in both wild-type and *hsf-1* OE worms, with *ubql-1(tm1574)* mutants exhibiting changes in 418 genes (402 up-regulated and 16 down-regulated (Log 2-FC, FDR *p* < 0.05) and 68 proteins (43 increased and 25 decreased (FDR < 0.05)) compared to wildtype worms (Supplementary Fig. 3e, f, Supplementary Data 3 and Supplementary Data 6). 

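Between *ubql-1(tm1574)* and wildtype, 342 of the 14183 genes tested passed both thresholds, of which 328 had higher and 14 lower counts in the mutant. With the replicate number as a block 779 genes passed, including 340 of the 342, and with DESeq2 585 passed. The count depended on single libraries. It was 68, 188, 126 and 739 without wildtype replicates 1, 2, 3 and 4 in turn, and 70, 42 and 45 without *ubql-1(tm1574)* replicates 1, 3 and 4. Among the genes with lower counts, *fbxa-192* (F57G4.8; chromosome V, 17640672 to 17650522) went from 247 ± 26.8 normalized counts (SD, n = 4) in wildtype to 90.9 ± 17.7 in the mutant, a log2 fold change of -1.44 (standard error 0.16, adjusted p = 0.00522 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It kept its call in all 8 fits that left out one library, between -1.54 and -1.33. The neighbouring and related gene *fbxa-193* (F59A1.9; 17653482 to 17655281) had a log2 fold change of -1.63 (standard error 0.31, adjusted p = 0.0238), and reads could have been assigned to either gene. T12G3.4 (chromosome IV, 12048268 to 12049943), which overlaps *bre-5* on the other strand, had one of -2.30 (standard error 0.35, adjusted p = 0.0147). Rises and falls were again named among the genes with at least 100 normalized counts on average and no overlap between the libraries of the 2 genotypes. Of these, the 3 largest rises were in the collagen gene *sqt-1* (B0491.2; chromosome II, 11336691 to 11337835), *mlt-11* (W01F3.3; chromosome V, 20667211 to 20678540) and E01G4.6 (chromosome II, 13482403 to 13485780), with log2 fold changes of 3.16, 3.15 and 3.13 (standard errors 0.65, 0.54 and 0.64, adjusted p = 0.0309, 0.0186 and 0.0303, the same test). Normalized counts of these 3 genes were 23.3 ± 15.7, 22.9 ± 2.07 and 52.6 ± 39.3 in wildtype and 209.5 ± 105, 201 ± 158 and 461 ± 239 in the mutant. Each of the 6 genes had an exact permutation p of 0.029, which the choice of genes without overlap fixes. The adjusted p passed 0.05 for *sqt-1* without wildtype replicates 1 or 3 or mutant replicates 1, 3 or 4 (0.0563 to 0.0863) and for *mlt-11* without wildtype replicate 1 (0.0573). It also did for E01G4.6 without wildtype replicate 1 or mutant replicates 1, 3 or 4 (0.065 to 0.0831) and in one fit of all 16 libraries (0.0622), for *fbxa-193* without wildtype replicates 1 or 3 or mutant replicates 3 or 4 (0.0521 to 0.0776), and for T12G3.4 without mutant replicates 3 or 4 (0.0514 and 0.0501).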

Loss of *ubql-1* altered the expression of 152 genes (75 up-regulated and 77 down-regulated (Log 2-FC, FDR *p* < 0.05)) and 43 proteins (23 increased and 20 decreased (FDR < 0.05)) in *hsf-1* OE worms (Fig. 3a, b, Supplementary Data 3 and Supplementary Data 6). 

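Between *hsf-1* OE; *ubql-1(tm1574)* and the libraries labelled *hsf-1* OE, 95 of the 15555 genes tested passed both thresholds, 48 with higher and 47 with lower counts in *hsf-1* OE; *ubql-1(tm1574)*. An unadjusted p under 0.05 was reached by 1794 genes. DESeq2 gave 181 genes, and the replicate number as a block gave 179, which included all 95. Without *hsf-1* OE replicates 2 or 3 the count was 53 or 48, and without replicates 2, 3 or 4 of *hsf-1* OE; *ubql-1(tm1574)* it was 53, 54 or 61. The largest falls and rises were taken from the genes with at least 100 normalized counts on average and no overlap between the libraries of the 2 genotypes. Among these, the largest fall was in T01D3.6 (chromosome V, 13716849 to 13720402), from 4168 ± 384 normalized counts (SD, n = 4) in the libraries labelled *hsf-1* OE to 250.2 ± 49.1, a log2 fold change of -4.08 (standard error 0.17, adjusted p = 1.01e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Wildtype had 2276 ± 485 normalized counts of it and *ubql-1(tm1574)* 2707 ± 166. *tag-68* (F37D6.6; chromosome I, 10501585 to 10505949) fell from 730.3 ± 55.7 to 104 ± 20.6 normalized counts, against 97.5 ± 4.80 in wildtype, with a log2 fold change of -2.82 (standard error 0.16, adjusted p = 2.28e-05). *magu-3* (C50F2.8; chromosome I, 3901432 to 3905200) fell from 269 ± 41.7 to 40.9 ± 5.63 normalized counts, against 18.9 ± 5.06 in wildtype, with a log2 fold change of -2.73 (standard error 0.17, adjusted p = 5.04e-05). The largest rises were in F59A3.5 (chromosome I, 5509473 to 5510594), F19B10.2 (chromosome II, 3675624 to 3676737) and D1005.t1 (chromosome X, 1474006 to 1474087), with log2 fold changes of 2.65, 2.59 and 2.59 (standard errors 0.30, 0.23 and 0.23, adjusted p = 0.00387, 0.000748 and 0.000748, the same test). F59A3.5 overlaps *rpa-4*. Their normalized counts were 28.8 ± 6.53, 94.7 ± 31.1 and 34.0 ± 7.19 in the libraries labelled *hsf-1* OE and 186 ± 61.6, 585 ± 40.7 and 211 ± 51.5 in *hsf-1* OE; *ubql-1(tm1574)*. Wildtype had 123.6 ± 94.1, 214.1 ± 72.1 and 19.2 ± 11.4, and *ubql-1(tm1574)* 56.2 ± 21.5, 167.3 ± 23.3 and 124.1 ± 18.6. D1005.t1 was thus also higher with the mutation outside the *hsf-1* OE background. Single wildtype libraries of F59A3.5 ran from 27 to 207. The 6 genes each had an exact permutation p of 0.029, which the choice of genes without overlap fixes. They kept their call in all 8 fits that left out one library.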

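Several of the genes with lower counts in *hsf-1* OE; *ubql-1(tm1574)* encode parts of cilia. *ift-74* (C18H9.8; chromosome II, 6679545 to 6682971) had 19.9 ± 2.97 normalized counts (SD, n = 4) in wildtype, 20.7 ± 7.40 in *ubql-1(tm1574)*, 553 ± 143 in the libraries labelled *hsf-1* OE and 119.9 ± 88.1 in *hsf-1* OE; *ubql-1(tm1574)*. The log2 fold change between the last 2 groups was -2.25 (standard error 0.39, adjusted p = 0.031 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *dyf-5* (M04C9.5; chromosome I, 9359073 to 9364180) went from 284 ± 37.6 to 45.0 ± 39.8 normalized counts, a log2 fold change of -2.72 (standard error 0.46, adjusted p = 0.0277). *nphp-4* (R13H4.1; chromosome V, 11831203 to 11843625) went from 594 ± 130 to 127 ± 109, a log2 fold change of -2.28 (standard error 0.44, adjusted p = 0.0486). It overlaps *col-158*, *pho-8*, R13H4.2 and *idpb-5* on the other strand. Most fits that left out one library lost these 3 calls. Over those fits the log2 fold change stayed between -2.85 and -2.02 for *ift-74*, -3.46 and -2.42 for *dyf-5*, and -3.02 and -2.04 for *nphp-4*. The adjusted p passed 0.05 in 6 of the 8 fits that left out one library for *ift-74* (0.0518 to 0.123), in 5 for *dyf-5* (0.071 to 0.109) and in 7 for *nphp-4* (0.0663 to 0.174), and for *nphp-4* also with RLE normalization (0.0524). Replicate 1 of *hsf-1* OE; *ubql-1(tm1574)* lay above the other 3 replicates for each of them, and without it the calls held. The transcription factor gene *daf-19* (F33H1.1; chromosome II, 10157537 to 10161673) had 464 ± 53.4 normalized counts in wildtype, 1030 ± 190 in the libraries labelled *hsf-1* OE and 323 ± 112 in *hsf-1* OE; *ubql-1(tm1574)*, a log2 fold change of -1.70 (standard error 0.20, adjusted p = 0.00529, the same test). *maph-9* (C34D4.1), *che-13* (F59C6.7) and *osm-3* (M02B7.3) had log2 fold changes of -2.23, -1.41 and -1.17 (adjusted p = 0.00749, 0.0101 and 0.00543) and, like *daf-19*, kept their calls in all 8 fits. *che-13* overlaps *srf-2* and F59C6.16 on the other strand, and *osm-3* overlaps K09B3.1 on the other strand. Over the 45 genes tested from a hand-written list of cilium genes, the median log2 fold change was -0.16, with 28 lower and 17 higher (adjusted p = 7.78e-05 from camera, 0.00221 from fry and 0.297 with an estimated correlation). With each library left out in turn the median lay between -0.39, without *hsf-1* OE replicate 1, and -0.16. Between the libraries labelled *hsf-1* OE and wildtype, the median over 42 of these genes was 1.28 (adjusted p = 1.29e-05 from camera).

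**Figure D2:**
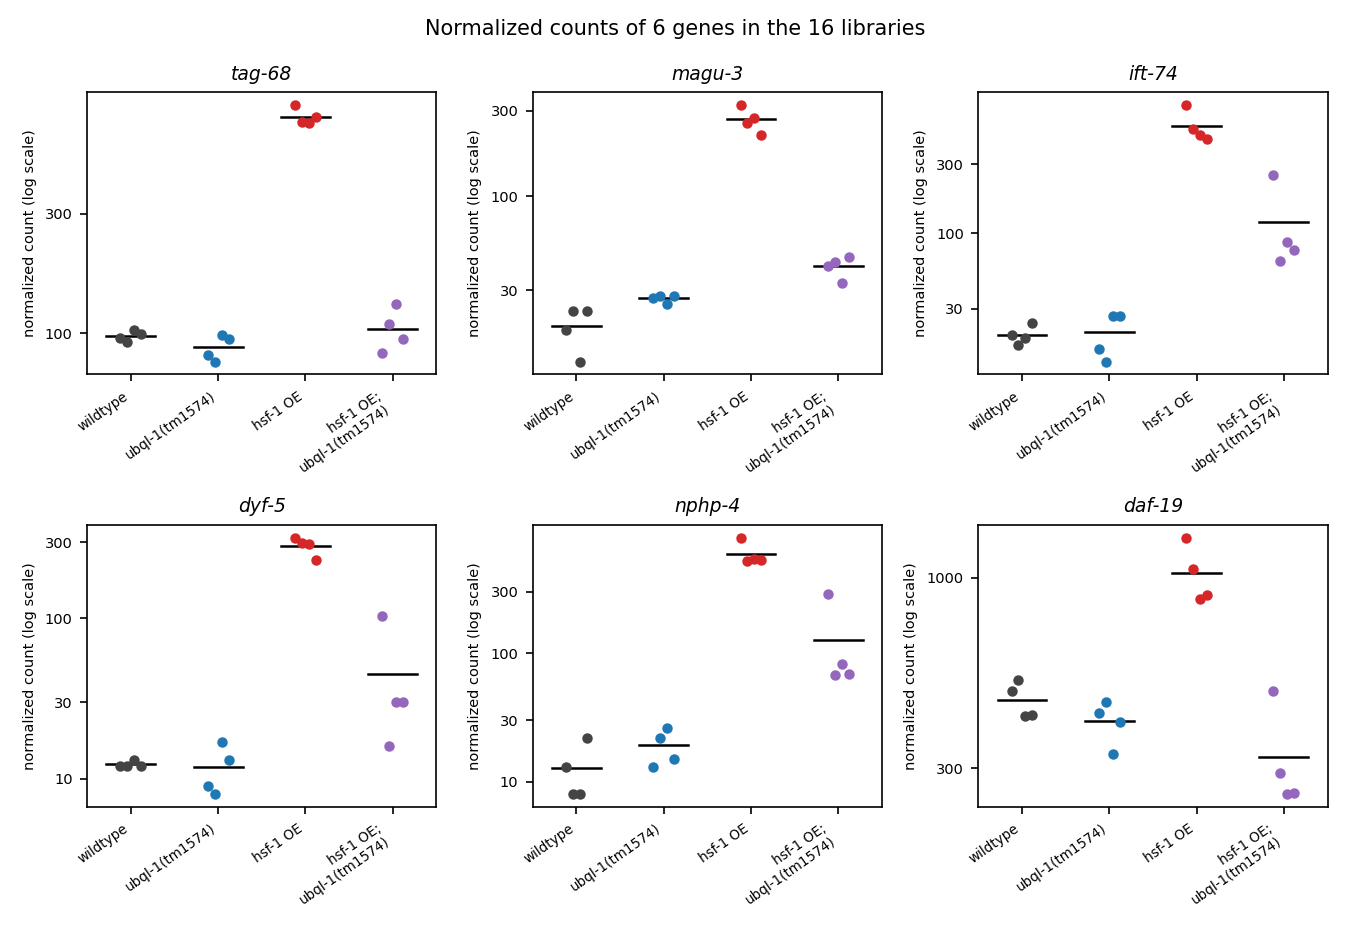
Normalized counts of *tag-68*, *magu-3*, *ift-74*, *dyf-5*, *nphp-4* and *daf-19* on log axes for the 4 genotypes, with points for single libraries and black bars for the mean (n = 4). In *hsf-1* OE; *ubql-1(tm1574)*, replicate 1 has 251 counts of *ift-74*, 104 of *dyf-5* and 290 of *nphp-4*, each above replicates 2 to 4.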

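Genes of the immune response were also among those with lower counts. *irg-1* (C07G3.2; chromosome V, 3523585 to 3524575) had 146 ± 99.3 normalized counts (SD, n = 4) in wildtype, 752 ± 212 in the libraries labelled *hsf-1* OE and 182 ± 50.0 in *hsf-1* OE; *ubql-1(tm1574)*. The log2 fold change between the last 2 groups was -2.07 (standard error 0.27, adjusted p = 0.00797 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The P-glycoprotein genes *pgp-5* (C05A9.1; chromosome X, 10854320 to 10858712) and *pgp-6* (T21E8.1; chromosome X, 10871214 to 10876301) are similar enough that the counting could have divided reads between them. They went from 3534 ± 1290 and 3823 ± 1470 normalized counts in the libraries labelled *hsf-1* OE to 1359 ± 285 and 1483 ± 349, with log2 fold changes of -1.41 and -1.40 (standard errors 0.28 and 0.30, adjusted p = 0.056 and 0.0821, the same test). With the replicate number as a block their adjusted p was 0.00471 and 0.00799, and without *hsf-1* OE replicate 1 it was 0.0108 for both. DESeq2 (adjusted p = 1.18e-05 and 6.03e-05) and no filter on low counts (0.0313 and 0.0474) also called them.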

Gene ontology analysis revealed that *ubql-1* dependent genes in *hsf-1* OE worms were enriched for the terms “cell projection organisation” (*p* < 0.00018) and “defence response” (*p* < 0.00022), while differentially regulated proteins were enriched for the term “actin-based filaments” (Supplementary Data 4 and Supplementary Data 7). The enrichment for “metabolic pathways” among *hsf-1* OE mediated changes in gene expression and protein abundance prompted us to use WormFlux^25^ to investigate whether any metabolic pathways were significantly altered by loss of *ubql-1*. This revealed “Fatty acid biosynthesis” (ACS-2, PPT-1; P-enrichment = 0.00096) and “nicotine and nicotinamide metabolism” (*parg-2;* P-enrichment = 0.038) as pathways that are disrupted in *hsf-1* OE worms lacking *ubql-1* (Supplementary Data 4 and Supplementary Data 7). 

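*parg-2* (H23L24.5), which encodes a poly(ADP-ribose) glycohydrolase, lies on chromosome IV from 8712413 to 8715027. Its normalized count was 64.9 ± 55.4 (SD, n = 4) in wildtype, 51.3 ± 26.1 in *ubql-1(tm1574)*, 636 ± 268 in the libraries labelled *hsf-1* OE and 146 ± 26.8 in *hsf-1* OE; *ubql-1(tm1574)*. The log2 fold change was 3.44 (standard error 0.65, adjusted p = 0.00143 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) between the libraries labelled *hsf-1* OE and wildtype. It was -2.15 (standard error 0.31, adjusted p = 0.0123, the same test) between *hsf-1* OE; *ubql-1(tm1574)* and the libraries labelled *hsf-1* OE. In both comparisons all 4 libraries of one genotype lay above all 4 of the other (exact permutation test, p = 0.029). Without replicate 2 of *hsf-1* OE; *ubql-1(tm1574)* the second value was -2.05 with an adjusted p of 0.0651, and over the 8 fits that left out one library it lay between -2.35 and -1.86. The difference between the effects of the mutation in the 2 backgrounds was a log2 interaction of -1.74 (standard error 0.72, adjusted p = 0.207), and -1.84 (adjusted p = 0.0413) with the replicate number as a block.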

Finally, an assessment of sub-cellular localisation revealed that of the 43 proteins with altered abundance in *hsf-1* OE; *ubql-1* mutants, 8 were annotated as “integral membrane proteins” (Supplementary Data 3). These results indicate that *ubql-1* regulates the expression/abundance of genes/proteins associated with diverse processes, with membrane-associated and fatty-acid biosynthesis proteins affected.

**Fig. 3:**
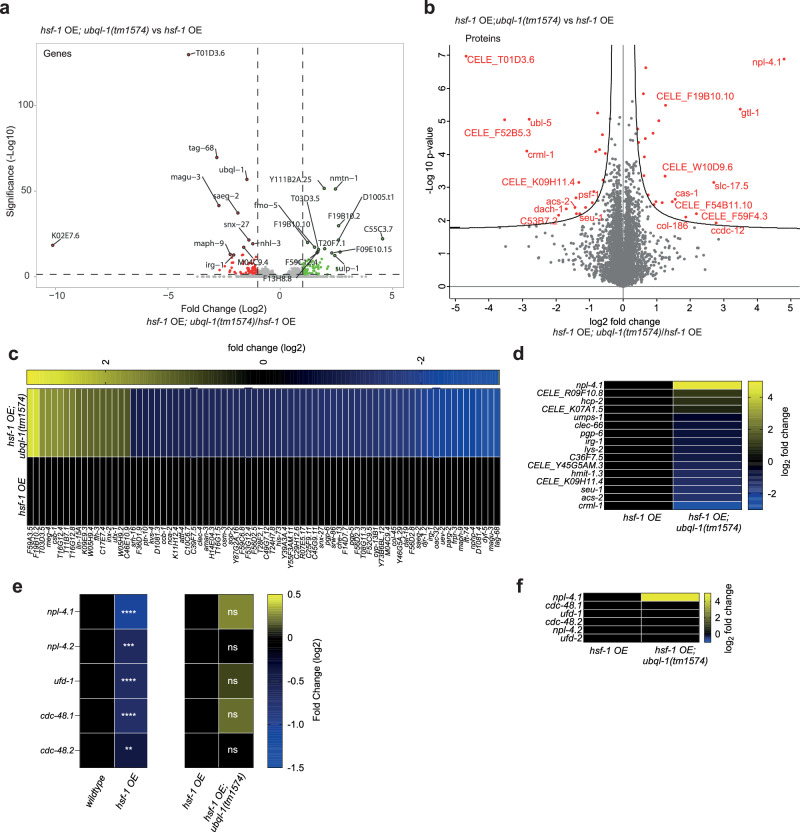
Ubql-1 is necessary for elevated NPL-4.1 levels in hsf-1 OE animals. **a**, **b** Volcano plots representing differentially regulated (**a**) genes (green dots = up-regulated, red dots = down-regulated, FDR *p* < 0.05) and (**b**) proteins (red dots in the right and left region of the volcano plot represent proteins significantly up-or down-regulated, respectively (two-tailed student’s *t* test, FDR < 0.05) in *hsf-1* OE *vs hsf-1* OE; *ubql-1(tm1574)* worms on day 1 of adulthood. Values are the mean of 4 biological replicates. **c**, **d** Heatmaps of *ubql-1* dependent changes in (**c**) gene expression and (**d**) protein abundance in *hsf-1* OE worms. **e** Heatmap showing the relative expression of CDC-48-NPL-4-UFD-1 complex associated genes within RNA-seq datasets from wildtype vs *hsf-1* OE worms, and *hsf-1* OE vs *hsf-1* OE; *ubql-1(tm1574)* worms. **f** Heatmap showing the relative abundance of CDC-48-NPL-4-UFD-1 complex associated proteins within proteomics datasets from *hsf-1* OE vs *hsf-1* OE; *ubql-1(tm1574)* worms. Source data are provided as a Source Data file.

Of the transcriptomic and proteomic changes observed in *hsf-1* OE worms compared to wild-type animals, 61 genes and 12 proteins were increased in a *ubql-1* dependent manner, and 17 genes and 4 proteins were down-regulated in a *ubql-1* dependent manner (Fig. 3c and d). 

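The same definition was applied to the 2 comparisons that share the libraries labelled *hsf-1* OE. At both thresholds in both, 44 genes were raised in the libraries labelled *hsf-1* OE against wildtype and lowered in *hsf-1* OE; *ubql-1(tm1574)*, and 10 genes went the other way. DESeq2 gave 77 and 19 genes, which included 42 of the 44 and all 10, and the replicate number as a block gave 82 and 16, which included all of them. Scaling to the 3 housekeeping genes gave 44 and 4. With each library left out in turn the counts lay between 20 and 44 for raised and between 3 and 11 for lowered genes. They were 24 and 5 without *hsf-1* OE replicate 2, 24 and 3 without *hsf-1* OE replicate 3, and 20 and 5, 26 and 3, and 28 and 6 without replicates 2, 3 and 4 of *hsf-1* OE; *ubql-1(tm1574)*. Without *hsf-1* OE replicate 4 they were 38 and 6. In 20 data sets simulated without an effect of *ubql-1(tm1574)* no gene passed in the second comparison, so they could not show how far the shared libraries tie the lists. When the libraries labelled *hsf-1* OE were divided so that each comparison used a different pair, the 6 divisions gave a median of 15.5 raised genes (5 to 50) and of 1.5 lowered genes (0 to 5).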

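The 61 and 17 genes that the paper lists in Fig. 3c had the paper's direction in both comparisons in every case. The paper chose them from the same libraries, so neither their directions nor the shares undone are independent of that choice. All 61 and all 17 had an adjusted p under 0.05 between the libraries labelled *hsf-1* OE and wildtype, and 35 and 12 of them between *hsf-1* OE; *ubql-1(tm1574)* and the libraries labelled *hsf-1* OE (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The raised genes had a median log2 fold change of 2.87 in the first comparison and of -1.37 in the second. The share of its rise that each gene lost had a median of 53.2% on the log2 scale. For the lowered genes the medians were -1.31 and 1.24, and 94.0% of the fall was undone at the median. Between *ubql-1(tm1574)* and wildtype their medians were 0.08 and 0.20. Whether the mutation acts differently in the 2 backgrounds was tested by the interaction term over all 16 libraries, which 86 of 15645 genes passed at both thresholds, 22 positive and 64 negative. With the replicate number as a block 853 passed, 75 positive and 778 negative, and with DESeq2 555. An adjusted p under 0.05 for the interaction was reached by 21 of the 61 and 5 of the 17 genes, and with the block by 41 and 11. Among the genes already named, *tag-68* had a log2 interaction of -2.65 (adjusted p = 2.43e-06) and *magu-3* of -3.21 (adjusted p = 1.35e-05). For *daf-19* it was -1.47 (adjusted p = 0.0214), and its adjusted p was 0.0623 without replicate 2 of *hsf-1* OE; *ubql-1(tm1574)*. For *ift-74*, *dyf-5* and *nphp-4* it was -2.27, -2.67 and -2.79 (adjusted p = 0.0791, 0.0721 and 0.0721), and with the replicate number as a block the adjusted p was 0.0148, 0.0186 and 0.0152. K02E7.6 (chromosome II, 1057183 to 1059271), singled out after its values were seen, had 174 ± 36.0 normalized counts (SD, n = 4) in the libraries labelled *hsf-1* OE and no counts in the 12 other libraries, at least 54.9-fold fewer in *hsf-1* OE; *ubql-1(tm1574)*.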

Given that ubiquilins have a central role in protein degradation pathways associated with the cytosol/nucleus, endoplasmic reticulum (ER) and mitochondria^13,18,26,27^, we reasoned that *ubql-1* primarily promotes lifespan extension in *hsf-1* OE animals by promoting the degradation of key target proteins, with transcriptional changes arising as a secondary consequence of these effects. Despite this, we observed 12 proteins whose abundance decreased in *hsf-1* OE worms upon loss of *ubql-1* (Fig. 3d). Among these, was acyl-CoA synthetase-2 (ACS-2), a key enzyme in mitochondrial beta-fatty acid oxidation that is known to localise to mitochondria^28–33^ (Fig. 3d). *Acs-2* expression is strongly controlled by the transcription factor NHR-49, which has been shown to be necessary for lipid homeostasis and increased lifespan, including in *hsf-1* OE worms^9,28–33^. Therefore, we hypothesised that *ubql-1* may be exerting a positive effect on lifespan by promoting NHR-49 activity.

As expected, we found that *nhr-49* (RNAi) shortens the lifespan of wild-type worms and prevents *hsf-1* OE-mediated lifespan extension (Supplementary Fig. 3g, h and Supplementary Data 2). However, the knockdown of *ubql-1* did not alter NHR-49 activity in *hsf-1* OE worms (Supplementary Fig. 3i, j), suggesting that *ubql-1* does not influence ACS-2 levels or lifespan in *hsf-1* OE animals through regulation of NHR-49 activity.

### Loss of *ubql-1* leads to the accumulation of NPL-4.1 in worms overexpressing *hsf-1*

As we hypothesised that UBQL-1 activity is increased upon *hsf-1* overexpression, we predicted that this would promote the degradation of UBQL-1 targets in *hsf-1* OE worms. We, therefore, reasoned that proteins whose levels were increased in *hsf-1* OE animals upon loss of *ubql-1*, may be UBQL-1 clients. Amongst these, the protein NPL-4.1 displayed the strongest increase in abundance in *hsf-1* OE; *ubql-1* mutant animals (Fig. 3d). NPL-4.1 is a central component of the CDC-48-NPL-4-UFD1 complex, which is at the core of both ER-associated protein degradation (ERAD) and mitochondria-associated protein degradation (MAD)^34^. In both contexts, the CDC-48 AAA-ATPase complex acts to “pull” ubiquitylated substrates free from organelle membranes^35^. In ERAD, this process is facilitated by NPL4 and UFD1, which bind to one side of the CDC-48 hexamer and interact with ubiquitin chains, thereby directing polyubiquitinated proteins to the CDC-48 complex for extraction^35^. While less well-studied, NPL4-UFD1 are also necessary for the role of CDC-48 in MAD, presumably through similar functions as in ERAD^36,37^.

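Counts of 5 genes of the CDC-48 complex were compared. *npl-4.1* (F59E12.4; chromosome II, 5631357 to 5633350) had 856 ± 298 normalized counts (SD, n = 4) in wildtype, 653 ± 22.1 in *ubql-1(tm1574)*, 436 ± 25.6 in the libraries labelled *hsf-1* OE and 532 ± 121 in *hsf-1* OE; *ubql-1(tm1574)*. Between the libraries labelled *hsf-1* OE and wildtype its log2 fold change was -0.84 (standard error 0.21, adjusted p = 0.00715 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). For its related neighbour *npl-4.2* (F59E12.5; chromosome II, 5622895 to 5624979), with which it could share reads, the value was -0.44 (standard error 0.10, adjusted p = 0.00469). *ufd-1* (F19B6.2; chromosome IV, 12329335 to 12330769) fell from 3283 ± 146 to 2178 ± 296 normalized counts, a log2 fold change of -0.46 (standard error 0.07, adjusted p = 0.000635). *cdc-48.1* (C06A1.1; chromosome II, 10560018 to 10563409) fell from 19740 ± 1590 to 12850 ± 1810 normalized counts, a log2 fold change of -0.49 (standard error 0.09, adjusted p = 0.00123), and it overlaps C06A1.8. Its paralog *cdc-48.2* (C41C4.8; chromosome II, 8137880 to 8141276), which overlaps *ints-11* on the other strand, fell from 11440 ± 858 to 8692 ± 1050, a log2 fold change of -0.26 (standard error 0.08, adjusted p = 0.0185). In each of the 5 genes all 4 libraries labelled *hsf-1* OE lay under all 4 wildtype libraries (exact permutation test, p = 0.029). Adjusted over the list alone, p lay between 0.000611 and 0.0106 for the 5 genes, but the paper reports the same 5 genes from these libraries, so this is not independent evidence. Without wildtype replicate 2 the adjusted p of *cdc-48.2* was 0.0517 (log2 fold change -0.23). When the libraries were scaled to *rpb-2*, *pmp-3* and *cdc-42* in place of TMM, which raised the log2 fold change of all genes alike, 0 of the 5 genes passed. Their log2 fold changes were then -0.47 for *npl-4.1*, -0.08 for *npl-4.2*, -0.10 for *ufd-1*, -0.13 for *cdc-48.1* and 0.09 for *cdc-48.2* (adjusted p = 0.0737, 0.469, 0.129, 0.133 and 0.237).

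**Figure D3:**
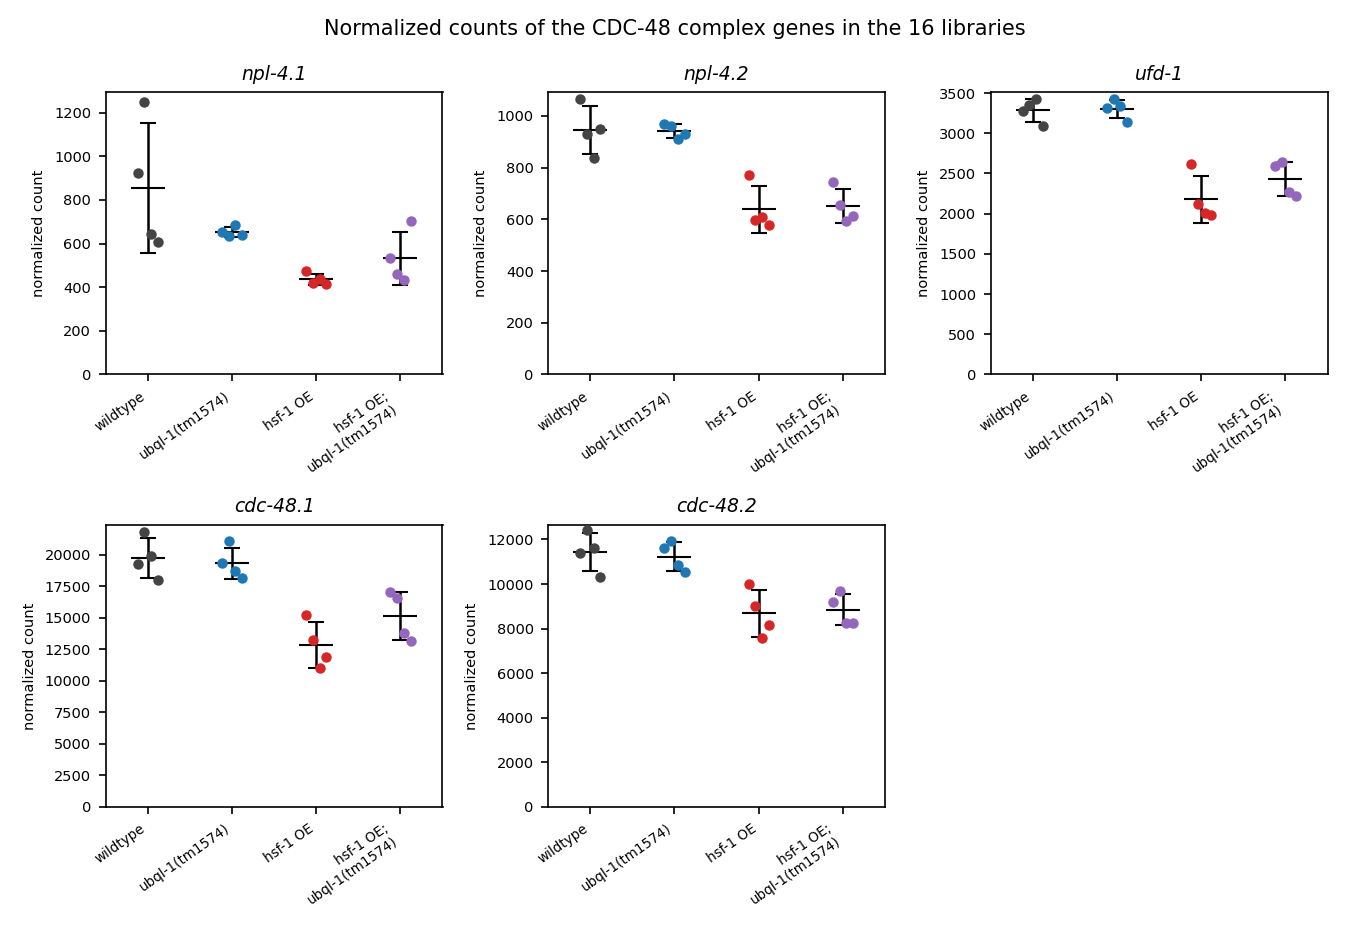
Normalized counts of *npl-4.1*, *npl-4.2*, *ufd-1*, *cdc-48.1* and *cdc-48.2* on linear axes for the 4 genotypes, with points for single libraries and black bars for the mean ± SD (n = 4). For *npl-4.1*, the libraries labelled *hsf-1* OE average 436 counts against 856 in wildtype, where replicate 2 reaches 1250; scaled to the 3 housekeeping genes, the direction of *cdc-48.2* reverses.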

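Between *hsf-1* OE; *ubql-1(tm1574)* and the libraries labelled *hsf-1* OE, the log2 fold change was 0.26 for *npl-4.1* (standard error 0.16, adjusted p = 0.572 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 0.13 for *ufd-1* (standard error 0.09, adjusted p = 0.622) and 0.21 for *cdc-48.1* (standard error 0.10, adjusted p = 0.466). It was 0.004 for *npl-4.2* and 0.001 for *cdc-48.2*. With one library left out in turn, the value of *npl-4.1* lay between 0.081, without replicate 4 of *hsf-1* OE; *ubql-1(tm1574)*, and 0.35, without its replicate 2. None of the 5 genes passed, adjusted over all genes tested or adjusted over the list alone (0.271 to 0.987), and none had an unadjusted p under 0.05 (0.0619 to 0.987). With the replicate number as a block *cdc-48.1* passed, with a log2 fold change of 0.21 and an adjusted p of 0.044.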

We observed a strong reduction in *npl-4.1*, *npl-4.2*, *ufd-1*, *cdc-48.1* and *cdc-48.2* mRNA levels in hsf-1 OE worms compared to wild-type animals, although transcript levels were not restored in *ubql-1* mutants (Fig. 3e). Unlike NPL-4.1, we did not observe an increase in the abundance of any other CDC-48 complex components in *hsf-1* OE; *ubql-1* mutants (Fig. 3f). Together, our data reveal that *hsf-1* OE promotes transcriptional down-regulation of genes encoding CDC-48 complex components, and a *ubql-1* dependent reduction in NPL-4.1, which could lead to impairment of organellar protein degradation.

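The log2 interaction, which is the effect of *ubql-1(tm1574)* in the libraries labelled *hsf-1* OE minus its effect in wildtype worms, was 0.68 for *npl-4.1* (standard error 0.27, adjusted p = 0.194 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Adjusted over the list alone, its p was 0.121. With one library left out in turn it lay between 0.43, without wildtype replicate 2, and 0.83, without wildtype replicate 4. For the other 4 genes the log2 interaction lay between 0.03 for *npl-4.2* and 0.27 for *cdc-48.1*. Between *ubql-1(tm1574)* and wildtype the log2 fold change of *npl-4.1* was -0.39 (standard error 0.20, adjusted p = 0.214, the same test), and those of the other 4 genes lay between -0.03 for *cdc-48.1* and 0.01 for *ufd-1*. Without the same wildtype replicates that of *npl-4.1* was -0.16 and -0.52. From the mRNA levels of these genes in *hsf-1* OE worms, together with the abundance of NPL-4.1 in the proteomics data, the paper states that *hsf-1* OE lowers transcription of the CDC-48 complex genes and, through *ubql-1*, the amount of NPL-4.1. It proposes that this could impair the degradation of organellar proteins.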

### Overexpression of *hsf-1* is associated with sensitivity to ER stress and altered mitochondrial morphology

Given that the expression of genes encoding CDC-48 complex components is reduced in *hsf-1* OE animals, we hypothesised that lifespan extension could arise from hormetic effects associated with compromised organellar protein degradation. Consistent with a reduction in ERAD, we observed that “protein processing in the ER” was the strongest enriched term among our set of increased proteins in *hsf-1* OE worms (Supplementary Fig. 3d) and that *hsf-1* OE worms were sensitive to ER stress induced by tunicamycin (Fig. 4a). While we did not observe evidence for activation of the mitochondrial unfolded protein response (UPR^mt^) with age in *hsf-1* OE worms (Supplementary Fig.4b–d), we did find that mitochondrial network organisation was dramatically altered upon *hsf-1* OE, with *hsf-1* OE animals exhibiting a more fused mitochondrial network early in adulthood (Fig. 4b–d).

**Fig. 4:**
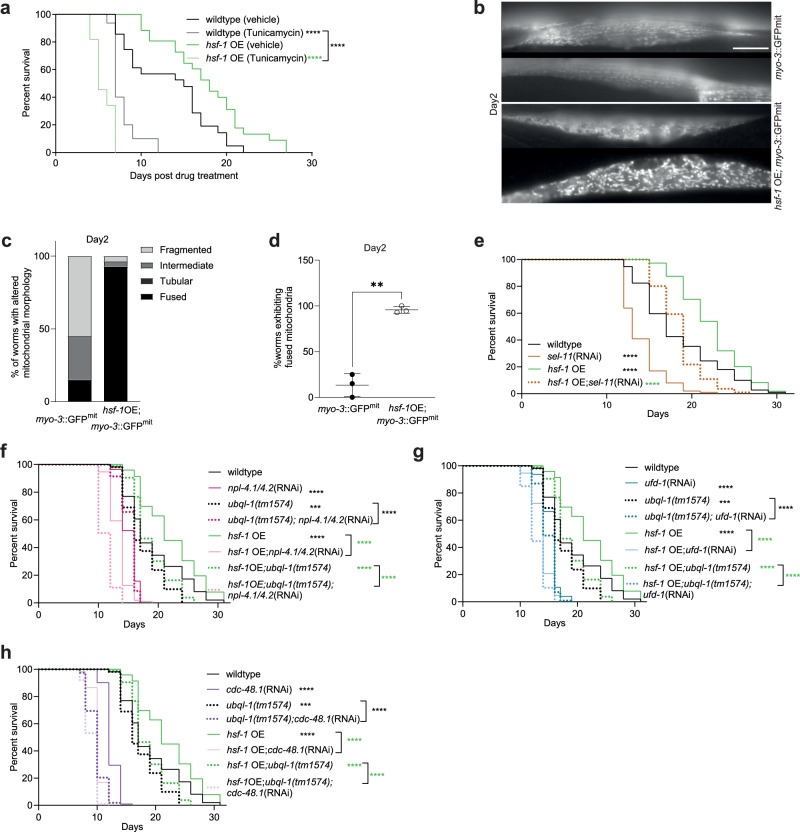
Animals overexpressing HSF-1 exhibit altered mitochondrial morphology and are sensitive to knockdown of the CDC-48-UFD-1-NPL-4 complex. **a** Survival of wildtype and *hsf-1* OE worms exposed to Tunicamycin (50 µg/ml) or DMSO (0.2%) on NGM plates from day 1 of adulthood onwards (wildtype DMSO vs wildtype tunicamycin, *p* < 0.0001; *hsf-1* OE DMSO vs *hsf-1*OE tunicamycin, *p* < 0.0001; wildtype tunicamycin vs *hsf-1*OE tunicamycin, *p* < 0.0001). **b** Representative fluorescence images of *myo-3*p::GFPmit in wildtype or *hsf-1* OE muscle tissues on day 2 of adulthood. Scale bar, 20 µm. **c** Proportion of mitochondria exhibiting specific morphologies in wildtype or *hsf-1* OE muscle tissues on day 2 of adulthood (*myo-3*::GFP(mit), *n* = 20; *hsf-1*OE; *myo-3*::GFP(mit), *n* = 28). **d** Relative prevalence of fused mitochondria in wildtype or *hsf-1* OE muscle tissues on day 2 of adulthood. Data are presented as the mean values +/− SD of 3 independent experiments (*p* = 0.0046). This experiment was also run +/− *ubql-1* RNAi, which is plotted in Fig. S5b. **e** Lifespan analysis of wildtype and *hsf-1* OE animals subjected to *sel-11* RNAi (wildtype vs *sel-11*(RNAi), *p* < 0.0001; wildtype vs *hsf-1*OE, *p* < 0.0001; *hsf-1*OE vs *hsf-1*OE;*sel-11*(RNAi), *p* < 0.0001). **f**–**h** Lifespan analyses of wildtype, *ubql-1 (tm1574)* mutants, *hsf-1* OE and *hsf-1* OE;*ubql-1(tm1574)* animals subjected to empty vector pL4440 and RNAi-mediated (**f**) *npl-4.1/4.2*, (**g**) *ufd-1* and (**h**) *cdc-48.1* knockdown (wildtype vs *npl-4.1/4.2*(RNAi), *p* < 0.0001; wildtype vs *ubql-1(tm1574)*, *p* = 0.0008; *ubql-1(tm1574)* vs *ubql-1(tm1574);npl-4.1/4.2*(RNAi), *p* < 0.0001; wildtype vs *hsf-1*OE, *p* < 0.0001; *hsf-1*OE vs *hsf-1*OE;*npl-4.1/4.2*(RNAi), *p* < 0.0001; *hsf-1*OE vs *hsf-1*OE;*ubql-1(tm1574)*, *p* < 0.0001; *hsf-1*OE;*ubql-1(tm1574)* vs *hsf-1*OE; *ubql-1(tm1574); npl-4.1/4.2*(RNAi), *p* < 0.0001; wildtype vs *ufd-1*(RNAi), *p* < 0.0001; wildtype vs *ubql-1(tm1574)*, *p* = 0.0008; *ubql-1(tm1574)* vs *ubql-1(tm1574); ufd-1*(RNAi), *p* < 0.0001, wildtype vs *hsf-1*OE, *p* < 0.0001; *hsf-1*OE vs *hsf-1*OE; *ufd-1*(RNAi), *p* < 0.0001; *hsf-1*OE vs *hsf-1*OE;*ubql-1(tm1574)*, *p* < 0.0001; *hsf-1*OE;*ubql-1 (tm1574)* vs *hsf-1*OE;*ubql-1(tm1574);ufd-1*(RNAi), *p* < 0.0001; wildtype vs *cdc-48.1*(RNAi), *p* < 0.0001; wildtype vs *ubql-1(tm1574)*, *p* = 0.0008; *ubql-1(tm1574)* vs *ubql-1(tm1574);cdc-48.1* (RNAi), *p* < 0.0001; wildtype vs *hsf-1*OE, *p* < 0.0001; *hsf-1*OE vs *hsf-1*OE;*cdc-48.1* (RNAi), *p* < 0.0001; *hsf-1*OE vs *hsf-1*OE;*ubql-1(tm1574)*, *p* < 0.0001; *hsf-1*OE;*ubql-1(tm1574)* vs *hsf-1*OE;*ubql-1(tm1574); cdc-48.1* (RNAi), *p* < 0.0001). Statistical significance was calculated using (d) two-way ANOVA with Fishers LSD or (**a**, and **e**–**h**) Mantel-Cox log-rank test. **p < 0.01, ***p < 0.001, ****p < 0.0001. Full statistics for lifespan trials (including n values) can be found in Supplementary Data 2. Source data are provided as a Source Data file.

Of the 417 mitochondrial proteins identified in our proteomics dataset, 66 exhibited altered abundance in *hsf-1* OE animals (FDR *P* < 0.05), with 22 increased and 44 decreased (Supplementary Fig. 4a and Supplementary Data 5). Of these, 21 proteins are annotated as outer or inner membrane proteins. These data suggest that *hsf-1* OE alters the stability of a subset of the mitochondrial proteome and that the increased mitochondrial fusion in *hsf-1* OE worms is unlikely to be the result of a general change in mitochondrial mass.

Our data show that *hsf-1* OE animals exhibit ER and mitochondrial phenotypes that are consistent with changes in CDC-48-NPL-4-UFD-1 activity. To determine how gross defects in ERAD or MAD impact lifespan in *hsf-1* OE or wild-type worms, we used RNAi to knock down the E3 ligase, SEL-11/HRD-1 (which is necessary for ERAD)^38^, or individual components of the CDC-48-NPL-4-UFD-1 complex. Knockdown of *sel-11* reduced lifespan to a comparable extent in both wildtype and *hsf-1* OE worms, suggesting that ERAD is required for normal survival but does not interact with *hsf-1* OE to increase lifespan (Fig. 4e). In contrast, while knockdown of *npl-4.1/4.2, ufd-1* or *cdc-48.1* was detrimental to all genotypes tested, *hsf-1* OE worms were more sensitive to knockdown of these factors than wildtype worms (Fig. 4f–h).

In addition, the loss of *ubql-1* further shortened the lifespans of *hsf-1* OE mutants exposed to *npl-4.1*(RNAi). This likely reflects the fact that loss of *ubql-1* is unlikely to indefinitely maintain/increase NPL-4.1 protein levels in *hsf-1* OE worms in the face of prolonged RNAi against *npl-4.1*. As such, the absence of a fully functional *ubql-1*, combined with reduced expression of *cdc-48.1* and *ufd-1*, leaves *hsf-1* OE animals more vulnerable to *npl-4.1* knockdown. Together, these data suggest that HSF-1 overexpression reduces CDC-48-NPL-4-UFD-1 function and that this is accompanied by a more fused mitochondrial network and altered metabolic homeostasis.

### HSF-1 overexpression promotes lifespan by altering mitochondrial dynamics

To shed light on whether *ubql-1* is necessary for the changes in mitochondrial networks observed in *hsf-1* OE worms and whether this is associated with altered mitochondrial function and/or lifespan extension, we first assessed mitochondrial morphology in wildtype and *hsf-1* OE animals in the presence or absence of *ubql-1* (RNAi). Knockdown of *ubql-1* suppressed mitochondrial fusion in *hsf-1* OE, but not wild-type worms on days 2 and 3 of adulthood (Fig. 5a–c and Supplementary Fig. 5a–c). The abundance of mitochondrial proteins was largely unaffected in *hsf-1* OE; *ubql-1* mutants, with just one mitochondrial protein significantly increased (ACS-2) and none significantly decreased (Supplementary Fig. 5d and Supplementary Data 5). Furthermore, mitochondrial copy number was unaltered in *hsf-1* OE or *ubql-1* mutants (Supplementary Fig. 5e). Together, these data suggest that loss of *ubql-1* does not alter mitochondrial mass.

**Fig. 5:**
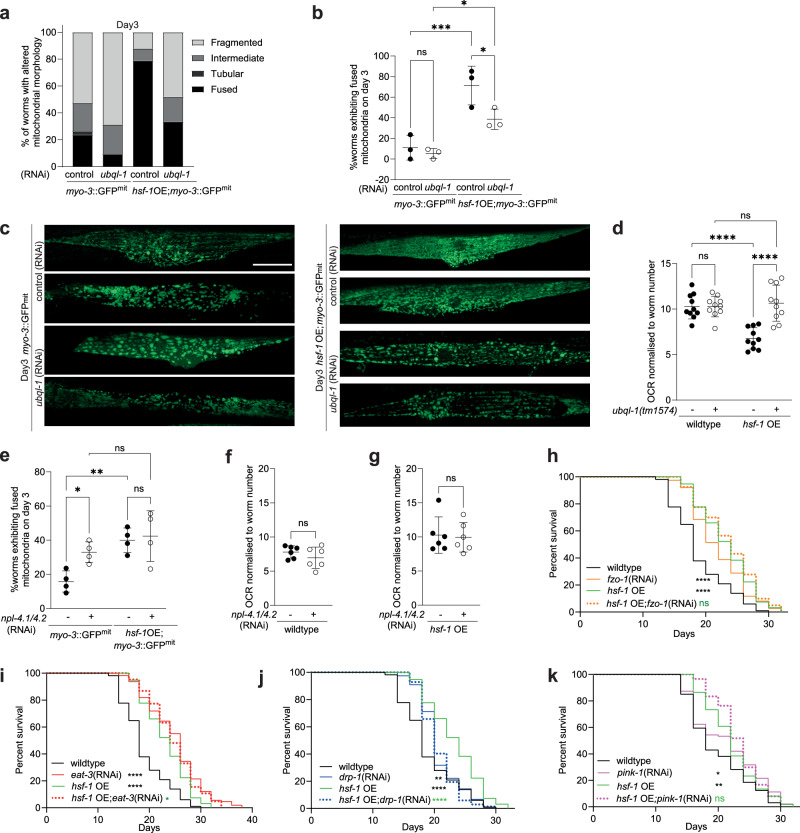
hsf-1 overexpression reduces respiration and promotes mitochondrial fusion in a ubql-1 dependent manner. **a** Proportion of mitochondrial morphologies observed in *p*_*myo-3*_::GFP(mit) worms and *hsf-1* OE; *p*_*myo-3*_::GFP(mit) worms grown on empty vector control or *ubql-1*(RNAi) on day 3 of adulthood (*myo-3*::GFP(mit), *n* = 38; *myo-3*::GFP(mit);*ubql-1*(RNAi), *n* = 32; *hsf-1*OE; *myo-3*::GFP(mit), *n* = 33; *hsf-1*OE; *myo-3*::GFP(mit); *ubql-1*(RNAi), *n* = 27. **b** Prevalence of fused mitochondria in muscle tissues of wildtype and *hsf-1* OE worms, +/− *ubql-1* (RNAi), on day 3 of adulthood. Values are the mean +/- SD of three independent experiments (*myo-3*::GFP(mit) vs *myo-3*::GFP(mit);*ubql-1*(RNAi), *p* = 0.6018; *hsf-1*OE; *myo-3*::GFP(mit) vs *hsf-1*OE; *myo-3*::GFP(mit);*ubql-1*(RNAi), p = 0.0120; *myo-3*::GFP(mit) vs *hsf-1*OE;*myo-3*::GFP(mit), p = 0.0003; *myo-3*::GFP(mit);*ubql-1*(RNAi) vs *hsf-1*OE; *myo-3*::GFP(mit);*ubql-1*(RNAi), *p* = 0.0113). **c** Representative confocal microscope images of *myo-3*p::GFPmit within muscle tissues of wildtype or *hsf-1* OE worms +/− *ubql-1*(RNAi) on day 3 of adulthood. Scale bar, 20 µm. **d** Basal Oxygen consumption rates (OCR) in wildtype, *ubql-1(tm1574)*, *hsf-1* OE and *hsf-*1 OE; *ubql-1(tm1574)* animals at day 1 of adulthood. Mean values +/− SD (*n* = 10 replicates per group where each replicate has 10 worms) are plotted. One of three independent experiments has been represented for OCR (wildtype vs *ubql-1(tm1574)*, *p* = 0.9947; *hsf-1*OE vs *hsf-1*OE;*ubql-1(tm1574)*, *p* < 0.0001; wildtype vs *hsf-1*OE, *p* < 0.0001; *ubql-1 (tm1574)* vs *hsf-1*OE;*ubql-1(tm1574)*, *p* = 0.5736). **e** Prevalence of fused mitochondria in muscle tissues of wildtype and *hsf-1* OE worms, +/− *npl-4.1* (RNAi), on day 3 of adulthood. The plotted values are from four independent experiments. The number of worms imaged per experiment was: Experiment 1, *n* = 10 for all groups; Experiment 2, *n* = 10 for all groups except wildtype *npl-4.1*(RNAi) (*n* = 5); Experiment 3 and 4, *n* = 15 for all groups. Statistical comparisons are: *myo-3*::GFP(mit) vs *myo-3*::GFP(mit);*npl-4.1/4.2*(RNAi), *p* = 0.0230; *hsf-1*OE; *myo-3*::GFP(mit) vs *hsf-1*OE; *myo-3*::GFP(mit); *npl-4.1/4.2*(RNAi), *p* = 0.7201; *myo-3*::GFP(mit) vs *hsf-1*OE;*myo-3*::GFP(mit), *p* = 0.0032; *myo-3*::GFP(mit);*npl-4.1/4.2*(RNAi) vs *hsf-1*OE; *myo-3*::GFP(mit); *npl-4.1/4.2*(RNAi), *p* = 0.1766. (**f** and **g**) Basal OCR in (**f**) wildtype or (**g**) *hsf-1* OE animals, +/− *npl-4.1/4.2* (RNAi), at day 1 of adulthood. Mean values are plotted +/− SD (*n* = 6 replicates per group where each replicate has 10 worms (wildtype vs wildtype;*npl-4.1/4.2*(RNAi), *p* = 0.2869; *hsf-1*OE vs *hsf-1*OE;*npl-4.1/4.2*(RNAi), *p* = 0.8256. One of two independent experiments has been shown. **h**–**k** Lifespan of wildtype and *hsf-1* OE animals on empty vector and (**h**) *fzo-1*(RNAi) (fusion) (wildtype vs wildtype;*fzo-1*(RNAi), *p* < 0.0001; wildtype vs *hsf-1*OE, *p* < 0.0001; *hsf-1*OE vs *hsf-1*OE;*fzo-1*(RNAi), *p* = 0.3953), (**i**) *eat-3* (RNAi) (fusion) (wildtype vs wildtype;*eat-3(*RNAi), *p* < 0.0001; wildtype vs *hsf-1*OE, *p* < 0.0001; *hsf-1*OE vs *hsf-1*OE;*eat-3*(RNAi), *p* = 0.0134) (**j**) *drp-1*(RNAi) (fission) (wildtype vs wildtype;*drp-1*(RNAi), *p* = 0.0086; wildtype vs *hsf-1*OE, *p* < 0.0001; *hsf-1*OE vs *hsf-1*OE;*drp-1*(RNAi), *p* < 0.0001) and (**k**) *pink-1* (RNAi) (mitophagy) (wildtype vs wildtype;*pink-1*(RNAi), *p* = 0.0166; wildtype vs *hsf-1*OE, *p* = 0.0020; *hsf-1*OE vs *hsf-1*OE;*pink-1*(RNAi), *p* = 0.1268). All error bars denote SD. Statistical significance was calculated by (**b**, **d**, and **e**) two-way ANOVA with Fishers LSD test, (**f**, **g**) two-tailed, unpaired Students *t* test, or (**h**–**k**) Mantel-Cox Log-rank test. ns, not significant (*p* > 0.05), *p < 0.05, **p < 0.01, ***p < 0.001 ****p < 0.0001. Full statistics for lifespan trials (including n values) can be found in Supplementary Data 2. Source data are provided as a Source Data file.

Overexpression of *hsf-1* also reduced oxygen consumption rates (OCR) in a *ubql-1* dependent manner but did not alter ATP levels or total trigylceride levels (measured by Oil-Red-O staining^39^) (Fig. 5d, and Supplementary Fig. 5f–h). However, we did observe a reduction in lipid stores upon loss of *ubql-1* in both wildtype and *hsf-1* OE worms (Supplementary Fig. 5g, h), suggesting a previously undiscovered role for ubiquilins in lipid homeostasis.

To understand whether the effects of *hsf-1* OE on mitochondrial fusion might be mediated by reduced NPL-4.1 levels, we exposed wildtype and *hsf-1* OE worms to *npl-4.1* (RNAi) and assessed mitochondrial morphology and OCR. We found that *npl-4.1* (RNAi) was sufficient to increase mitochondrial fusion in wild-type animals but did not further increase fusion in *hsf-1* OE animals (Fig. 5e). However, knockdown of *npl-4.1* was not sufficient to induce an accompanying change in OCR (Fig. 5f, g).

Lastly, we wanted to test whether mitochondrial network dynamics are important for the extended lifespan of *hsf-1* OE worms. Maintenance of mitochondrial networks is controlled via fission and fusion factors^40,41^, therefore, we measured survival in worms in which core fusion/fission mediators were knocked down by RNAi, specifically, the cytosolic dynamin-like GTPase DRP-1 and the membrane-anchored dynamin-like GTPases FZO-1/mitofusin and EAT-3/OPA1^42–44^.

RNAi against *fzo-1* or *eat-3* extended lifespan in wild-type worms to a level comparable to that seen upon *hsf-1* OE (Fig. 5h, i). However, no additive effect on lifespan was observed in *hsf-1* OE; *fzo-1*(RNAi) or *eat-3*(RNAi) groups (Fig. 5h, i). In contrast, *drp-1*(RNAi) only modestly increased lifespan in wild-type animals and strongly suppressed lifespan extension upon *hsf-1* OE (Fig. 5j). Given that mitochondrial fission contributes to mitochondrial homeostasis by segregating damaged mitochondria for degradation via mitophagy^45^, we investigated whether mitophagy is also necessary for the elevated lifespan of *hsf-1* OE worms. Knockdown of the kinase PINK-1 (a core mitophagy regulator) did not suppress lifespan extension in *hsf-1* OE worms (Fig. 5k).

Together, our data suggest that in *hsf-1* OE animals, increased *ubql-1* expression reduces NPL-4.1 levels, which promotes longevity by altering mitochondrial network dynamics. We propose that the alterations in mitochondrial morphology that we observe in *hsf-1* OE worms may be the result of reduced organellar protein degradation.

## Discussion

Our work identifies *ubql-1* as a key determinant of the extended longevity conferred by overexpression of HSF-1. We propose that ubiquilin-1 promotes the long lifespan of *hsf-1* OE animals by facilitating mitochondrial fusion rather than broadly altering proteostasis capacity. Interestingly, a recent study linked activation of the UPR^mt^ to the increased lifespan of *C. elegans hsb-1* mutants (which also have increased HSF-1 activity), suggesting that altered mitochondrial homeostasis may be a general feature of the beneficial effects conferred by enhancing HSF-1 activity^46^.

Research in yeast and mammalian cells has shown that ubiquilin proteins localise to the nucleus and cytoplasm and function in protein degradation pathways by acting as shuttle proteins that transport ubiquitinated substrates to both the proteasome and the autophagy-lysosomal systems^12,47^. Ubiquilins are also known components of ERAD complexes^48^, and the knockdown of *ubql-1* in worms leads to induction of the ER unfolded protein response and the accumulation of misfolded proteins^26,49^. Consistent with this, we did observe that levels of K48-linked ubiquitylated proteins were increased in *ubql-1* mutant worms, but we did not see a large increase in polyubiquitylated proteins as was previously reported with *ubql-1*(RNAi)^26^. This likely reflects differences in acute versus chronic loss of UBQL-1 function and the life stage at which worms were examined^26^.

UBQLN1 has also previously been linked to the maintenance of mitochondrial protein homeostasis, with studies showing that UBQLN1 targets mislocalized mitochondrial outer membrane proteins for proteasomal degradation in human cells. In addition, UBQLN1-deficient cells accumulate mislocalized mitochondrial proteins in the cytosol, leading to a loss in viability^18,26^. It is perhaps surprising then that we did not identify a greater number of proteins exhibiting altered abundance in wildtype or *hsf-1* OE worms upon loss of *ubql-1*. One possible explanation for this is that there may be residual UBQL-1 activity remaining in our mutant strain, as a truncated protein is produced rather than a complete knockout. Alternatively, UBQL-1 may only be critical for the turnover of a limited subset of proteins or the activity of other pathways, such as the autophagy-lysosome system, may be increased to compensate for the chronic loss of UBQL-1 activity in our mutants. Lastly, technical aspects, such as not using cytosolic fractions, or performing proteomics on whole animals, may also have masked changes.

Nevertheless, we were able to identify key proteins whose abundance was increased upon loss of UBQL-1 function, most notably, the NPL-4.1 subunit of the CDC-48-NPL-4-UFD complex. Our findings support a model in which the mild down-tuning of this complex leads to cellular adaptations that are beneficial for lifespan. Interestingly, *cdc-48.1* mutants have been shown to increase *C. elegans* lifespan by 50% when accompanied by loss of the deubiquitylase, *atx-3/ATXN3*^50^, suggesting that down-tuning of CDC-48 activity can be beneficial. Future work to understand exactly when, where and by how much CDC-48.1 activity needs to be reduced to extend lifespan, will reveal the contexts in which inhibition of CDC-48 and its co-factors might be harnessed for beneficial effects.

We also identified several proteins whose abundance decreased in *hsf-1* OE worms upon loss of *ubql-1*. Among the most reduced proteins was the mitochondrial acetyl CoA-synthetase, ACS-2, which has a core role in fatty-acid metabolism and whose expression is controlled by the transcription factor, NHR-49^9,51^. Given that *nhr-49* and altered lipid metabolism are necessary for the increased lifespan of *C. elegans* possessing enhanced HSF-1 activity^52,53^, it is interesting that we did not see any effect of *ubql-1* RNAi on NHR-49 activity. However, we did find that *ubql-1* was necessary for normal fat levels and elevated ACS-2 levels (a key target of NHR-49) in *hsf-1* OE worms. ACS-2 plays an important role in regulating fatty acid metabolism but is not required for normal lifespan^51^. However, ACS-2 does mediate lifespan extension in response to lysosomal signalling in *C. elegans*^51^. Future work to understand how, if at all, changes in ACS-2 and other *ubql-1* dependent metabolic processes impact *hsf-1* OE lifespan, will reveal whether these changes are causal to lifespan extension.

We observed that UBQL-1 promotes changes in mitochondrial network structure in *hsf-1* OE worms, with a more fused state becoming prevalent during early adulthood, and that manipulating either fission or fusion prevents *hsf-1* OE from extending lifespan. These observations are consistent with reports in dietary-restricted worms, where a shift in the balance of mitochondrial network homeostasis is more important for lifespan extension than specifically driving mitochondria towards a fully fused or fragmented state^41,54^. Future work to understand how long a preferentially fused state perseveres upon hsf-1 OE, as well as the degree of dynamism present within the system, will be important in fully understanding the relationship between *hsf-1* OE, mitochondrial dynamics and longevity.

The fact that worms overexpressing HSF-1 have low basal respiration despite a more fused mitochondrial network was unexpected, as mitochondrial fusion has previously been linked to higher OCR in mammalian cells^54–57^. However, studies in flies have indicated that the morphology and function of mitochondria can be dissociated^58^. Alternatively, it may be that a more longitudinal investigation of OCR and mitochondrial dynamics will reveal that OCR is restored or increased in *hsf-1* OE animals later in life. Understanding the precise nature of this relationship will help unravel the specific events that lead to lifespan extension when HSF-1 activity is increased.

Finally, while beyond the scope of this study to explore, it is also possible that the effects of ubiquilin-1 on mitochondria stem from interactions with the cytoskeleton. Ubiquilin-1 is important for cytoskeleton organisation in cancer cells^59^, and mammalian ubiquilins were first identified as interactors of vimentin^60^. We observed that RHO GTPase-activating proteins, namely *rga-3* (K09H11.3) and *crml-1*, were increased in *hsf-1* OE worms in a *ubql-1* dependent manner. RHO GTPases have roles in actin cytoskeleton organisation^61^, the maintenance of which has been shown to be modulated by HSF-1 in regulating ageing and stress resistance^62^.

In yeast it is known that organisation of the cytoskeleton impacts mitochondrial quality control^63,64^ and that mitochondrial dynamics are modulated by cytoskeletal interactions^65–67^. Therefore, future experiments to understand the interplay between ubiquilin activity, mitochondrial fission–fusion dynamics, cytoskeletal integrity and ageing may help expand our understanding of how HSF-1 promotes longevity.

In summary, our work establishes an HSF-1-UBQL-1-Mitochondrial axis that promotes longevity by remodelling mitochondrial networks in *C. elegans*. These findings challenge existing assumptions and highlight mitochondrial dynamics as an additional component of HSF-1-mediated lifespan extension.

## Methods

### *C. elegans* strains and culture conditions

All strains were maintained at 20 °C on NGM plates seeded with *Escherichia coli* OP50 under standard conditions^68^ unless mentioned otherwise. Strains used in this study were: N2 Bristol (wild type laboratory strain), JPL52 *ubql-1(tm1574)4x*, AGD710 *uthIs235 [sur-5p::hsf-1::unc-54 3’UTR* *+* *myo-2p::tdTomato::unc-54 3’ UTR*] referred to as *hsf-1* OE in this manuscript, JPL54 - AGD710 crossed to JPL52, AM140 *(rmIs132 [unc-54p::Q(35)::YFP])*, JPL66 - AGD710 crossed to AM140, AM738 *(rmIs297 [vha-6p::Q(44)::YFP, rol-6(su1006)])*, JPL67 - AGD710 crossed to AM738, SJ4103 *zcls14 [myo-3::GFP(mit)]*, JPL84 - AGD710 crossed to SJ4103, AM583 *myo-2p::gfp; hsf-1*p*::hsf-1*, WBM321 *wbmIs321[acs-2p::gfp* *+* *rol-6(su1006)*, JPL88 *hsf-1 OE; wbmIs321[acs-2p::gfp* *+* *rol-6(1006)]*.

### RNA interference

All clones were sequenced and verified before use and were obtained from the Ahringer RNAi library^69^. RNAi was initiated by growing bacteria for 16 h at 37 °C in LB containing 100 µg/ml ampicillin, with shaking (24 x g). Cultures were then induced with 5 mM IPTG and allowed to grow at 37 °C for a further 3 h. After induction, bacteria were allowed to cool at room temperature and were then seeded onto NGM RNAi plates containing 100 µg/ml ampicillin and 1 mM IPTG. Plates with seeded bacteria were allowed to dry at room temperature before use.

### Screening for modifiers of lifespan in *hsf-1* OE worms

RNAi screening was carried out in flat-bottomed 12-well polystyrene plates, with wells supplemented with 1 ml of standard NGM media containing 1 mM IPTG and 100 µg/ml ampicillin. Each well was seeded with 100 µl of an individual RNAi culture (prepared as described above) and allowed to dry at room temperature. Once dry, FUdR was added to each well to a final concentration of 15 µM and also allowed to dry. N2 and *hsf-1* OE worms were stage-synchronised by hypochlorite treatment as described^68^ and allowed to mature to the L4 larval stage on standard NGM plates. L4 worms were then washed off NGM plates and added to lifespan screening plates at a density of 20–30 per well. Worms were then scored every day for survival, with each RNAi screening plate run in triplicate for each genotype. Rare examples of progeny that escaped FUdR treatment or worms that exhibited vulval prolapse or internal hatching were removed from plates and censored. Survival was scored by gently touching individual worms with a platinum pick. Worms were scored as dead in the absence of pharyngeal pumping or a response to touching. All RNAi clones screened, and corresponding survival outcomes can be found in Supplementary Data 1.

### Lifespan, stress resistance and motility assays

Survival for lifespan and stress resistance assays were scored by gently touching/prodding worms with a platinum pick at the indicated time points. Worms were scored as dead when they stopped responding to prodding and in the absence of pharyngeal pumping. Censored worms in lifespan assays included exploded animals, those exhibiting bagging (internal hatching of progeny), rupturing through the vulva and worms that dried out on the edge of the plates and/or crawled off the plate. In stress resistance assays, worms were heat shocked on seeded NGM plates at 33 °C for 4 h and allowed to recover at 20 °C. Censored worms in stress resistance assays were only those worms that dried out on the edge of the plates/crawled off the plate. For tunicamycin treatment, worms were transferred to seeded NGM plates containing tunicamycin (50 µg/ml) on day 1 of adulthood. Survival statistics for all experimental repeats can be found in Supplementary Data 2.

### Proteostasis sensor assays

Polyglutamine aggregation was scored in muscle and intestinal proteostasis sensors – AM140, JPL66, AM738, JPL67 grown on empty vector and *ubql-1*(RNAi) at indicated time points. For obtaining images and aggregate counting, worms were immobilised on 3% agar pads in 3 mM levamisole, and images were captured using a Zeiss Imager.Z2 microscope (10x) and Hamamatsu ORCA-Flash 4.0 digital CMOS camera. Aggregates were determined to be any discrete foci exhibiting fluorescence signal above the background diffuse signal.

### RNA extraction, cDNA synthesis and RTqPCR

Approximately 100–200 adult animals per treatment group were lysed in 250 ul of Trizol by vortexing for 10 minutes at 4 °C in three cycles. RNA was purified using an RNeasy extraction kit as per the manufacturer’s instructions. cDNA was generated using 1 µg of total RNA and an iScript cDNA synthesis kit. Real-time quantitative PCR was performed using a Biorad CFX96 Real-time PCR detection system with CFX Manager v3.1 and BioRad SsoAdvanced SYBR green super mix. Expression of genes of interest was calculated relative to the housekeeping genes *pmp-3, rpb-2* and *cdc-42* using the standard curve method. Sequences for all primer pairs used in this study can be found in Supplementary Table 1.

### RNA-sequencing and analysis

RNA integrity was assessed using an RNA Nano 6000 assay kit and an Agilent Bioanalyzer 2100 system. Following this, mRNA was purified from 1 μg of total RNA using poly-dT magnetic beads and cDNA libraries were generated using random hexamers and M-MuLV reverse transcriptase for first-strand synthesis, followed by second-strand synthesis using DNA polymerase I and RNase H. Fragments were blunt-ended and adaptors were ligated before PCR was performed using Phusion high fidelity DNA polymerase. PCR products were purified using an AMPure XP system, and library quality was checked using an Agilent Bioanalyzer 2100. Libraries were sequenced using an Illumina Novaseq 6000 platform to generate paired-end 150 base pair reads at a depth of 20 million reads per sample. Following sequencing, raw data was checked and reads containing adaptor sequences, poly-N reads or poor-quality sequences were removed. Reads were then aligned to the *C. elegans* reference genome using Hisat2 v2.0.5, and featureCounts v1.5.0-p3 was used to quantify the number of reads mapped to each gene. Differential expression testing was carried out using DESeq2, and *p*-values were adjusted using Benjamini-Hochberg. Up or down-regulated genes were analysed using the g:Profiler tool^24^ (biit.cs.ut.ee/gprofiler/gost) to identify KEGG processes/pathways that were enriched in the groups being compared. Volcano Plots were created using the web app, VolcaNoseR^70^. Raw and unprocessed data sets can be obtained through the Gene Expression Omnibus using accession number: GSE241558.

### Oxygen consumption assays

Oxygen consumption rate (OCR) was measured in worms using the Seahorse XF96 (Seahorse Bioscience) with Wave software, using established protocols^71^. Wildtype, *ubql-1(tm1574)*, *hsf-1* OE and *hsf-1* OE*; ubql-1(tm1574)* animals were cultured on NGM plates with OP50 bacteria and grown until day 1 (YA). For RNAi experiments, wildtype and *hsf-1* OE animals were cultured on plates with empty vector control or *npl-4.1/4.2* (RNAi) bacteria and grown until day 1 (YA). The evening before the experiment, the seahorse instrument was switched on to allow hydration of the instrument’s probes prior to taking measurements. For this, an unused flux package (green lid; XFe96 extracellular flux assay kit) was used. The green sensor cartridge was removed and placed upside down so that the probe surface would not be scratched. 200 μl of Seahorse Bioscience XF96 calibrant (pH 7.4) solution was added to each well of the utility plate. The sensor cartridge was then placed back on the utility plate so that the probes dip into the wells. After placing the lid on top, the cartridge was incubated overnight at 37 °C without CO_2_. On the day of analysis, day 1 (YA) worms were transferred from respective NGM/RNAi plates to plates without food to remove bacteria. In the meantime, the heater and temperature control were turned off on the XF software and background correction wells were marked. 22 μl of diluted FCCP (100 μM) and 24 μl of sodium azide (400 mM) were pipetted into the A and B injection ports of the hydrated utility plate with the sensor cartridge and calibrated on the seahorse instrument. Next, worms were picked to the 96-well Seahorse microplate. 8 oxygen consumption measurements were taken for determination of basal OCR. After this, drugs were injected – 9 and 4 cycles of measurements were taken after the addition of FCCP and sodium azide, respectively. Each cycle is: 2 min mix - wait for 30 secs -measure for 2 min. Data was normalised to worms per well. FCCP was made in DMSO. Sodium azide was prepared in distilled water.

### Mitochondrial morphology assays

For mitochondrial morphology imaging, the transgenic strains expressing GFP-tagged mitochondrial protein in the body wall muscles, *zcls14[myo-3::GFP(mit)]* strain and *hsf-1* OE*;zcls14[myo-3::GFP(mit)]* animals grown on empty vector and *ubql-1*(RNAi) were utilised. Worms were immobilised on 3% agar pads in 3 mM levamisole, and images were captured using either a Zeiss Imager.Z2 microscope and Hamamatsu ORCA-Flash 4.0 digital CMOS camera (63x/1.40 oil objective lens), or a Zeiss 980 Airyscan upright point scanning confocal microscope, equipped with C Plan-Apochromat 63x/1.40 oil objective on days 2 and 3 of adulthood. GFP fluorescence was excited with the 488 nm laser and acquired with a GaAsP-PMT detector (509 nm max emission) controlled with ZEN Blue software. Z-series optical sections were collected with a step-size of 1 micron, using the piezo. For experiments with *npl-4.1/4.2*(RNAi), all images were acquired on day 3 of adulthood using the Zeiss 980 Airyscan upright point scanning confocal microscope. While GFPmit is expressed in all body wall muscle cells, the region between the pharynx and vulva or the vulva and tail were selected for viewing muscle mitochondrial networks as these areas are less sensitive to mitochondrial fragmentation during mounting. Images were processed using ImageJ and ZEN 3.4 (blue edition). Qualitative analysis of the mitochondria morphology was done, and images were scored as fused, tubular, intermediate or fragmented based on the mitochondrial network organisation.

### Oil Red O staining

Staining for lipid levels was performed according to established protocols^39^. Wildtype, *ubql-1(tm1574)*, *hsf-1* OE and *hsf-1* OE*; ubql-1(tm1574)* worms were grown on NGM plates with OP50 bacteria to day 5 of adulthood and then harvested by washing plates 2-3 times with 200 µl of M9 buffer. Worms were transferred to 1.5 mL Eppendorf tubes, allowed to settle to the bottom and then washed a further two times by resuspension in 200 µl of M9 buffer to remove residual bacteria. Finally, 175 µL of M9 buffer was aspirated without disturbing the worms, and 200 µl of high-quality 60% isopropanol was added immediately. Worms were allowed to settle to the bottom of the tube before 175 µL of 60% isopropanol was removed and replaced with 200 µl of freshly filtered ORO working solution. Tubes were sealed with parafilm, and worms were stained for 18 h (overnight) at 25 °C in a wet chamber (wet paper towels in a plastic box). Oil Red O solution was then washed out using M9-0.01% Triton-X, and worms were mounted on 3% agarose pads. Images were acquired on a Nikon SMZ1270 stereo microscope with a DS-Fi3 5.9 MP colour camera. Images were processed using ImageJ.

### Measuring NHR-49 activity

WBM321 (*wbmIs321[acs-2p::gfp* *+* *rol-6(su1006)*]) and JPL88 (*hsf-1* OE; *wbmIs321[acs-2p::gfp* *+* *rol-6(su1006)*] strains were grown on empty vector, *ubql-1* or *nhr-49* RNAi until day 1 of adulthood. Worms were then immobilised on 3% agarose pads in 3 mM levamisole and imaged using a Zeiss Axioimage.Z2 microscope and Hamamatsu ORCA-Flash 4.0 digital CMOS camera (10x objective).

### ATP assays

Approximately 1000 wildtype, *ubql-1(tm1574)*, *hsf-1* OE and *hsf-1* OE*;ubql-1(tm1574)* animals were cultured on plates with OP50 bacteria and collected on Day 1 of adulthood (YA). Worm pellets were resuspended in 50 µl RIPA buffer lysate, and protein concentration in each sample was estimated using the PierceTM BCA Protein Assay Kit (Thermo Scientific) following the instructions of the manufacturer. ATP levels were quantified using a luciferin/luciferase-based ADP/ATP Ratio assay kit (Sigma Aldrich) as per the manufacturer’s instructions. Luminescence was then measured using a Tecan Infinite M200 microplate reader with Magellan software, and levels of ATP were calculated.

### Protein extraction and western blotting

To extract protein for western blotting, wildtype, *ubql-1(tm1574)*, *hsf-1* OE and *hsf-1* OE; *ubql-1(tm1574)* worms (approximately 1000) were collected in M9, pelleted, and then resuspended in RIPA buffer supplemented with a protease inhibitor cocktail tablet (Four independent replicates were collected for each background on the days indicated). Worm pellets were flash-frozen in liquid nitrogen and crushed (4 cycles) in microcentrifuge tubes using a plastic dounce homogeniser. Lysates were then centrifuged at 24,000 × *g* at 4 °C for 15 min, and the supernatant was collected. Protein concentration in each sample was estimated using the PierceTM BCA Protein Assay Kit (Thermo Scientific) following the instructions of the manufacturer. Proteins were separated by SDS-PAGE and transferred to nitrocellulose membranes before probing with primary antibodies. Blots were incubated with primary antibody for 1.5 h at room temperature (anti-HSP-6, a kind gift from the Morimoto lab, 1:1000; anti- α-tubulin, Sigma, T5168, clone B512, Lot 0000286919, 1:10000), or overnight at 4 °C in PBS-0.02% Tween-0.5% milk powder with gentle agitation (anti-PolyUb, Life Sensors, VU101, clone VU1, Lot AB-43653.001, 1:1000; anti-K48-Ub, Abcam, ab140601, clone EP8589, Lot GR3360615-1, 1:1000; anti-K63-Ub, Millipore, 05-1308, clone apu3, Lot 3638887,1:1000). Following incubation, blots were washed 3x with PBS-0.2% Tween, incubated with secondary antibodies for 1 h at room temperature (Invitrogen goat anti-rabbit HRP conjugated, Cat. 31463, (1:5000) or Invitrogen goat anti-mouse HRP conjugated, Cat. 31430, (1:5000)), washed a further 3x with PBS-0.2% Tween, and then developed using Biorad Clarity ECL detection reagents and Amersham ImageQuant800 or Odyssey XF Imager (HSP-6 blots only). Densitometry of protein bands was performed using ImageJ gel analysis tools.

### Proteomics

Approximately 1000 wildtype, *ubql-1(tm1574)*, *hsf-1* OE or *hsf-1* OE*;ubql-1(tm1574)* animals were cultured on plates with OP50 bacteria and collected on Day 1 of adulthood (YA). A total of 16 samples encompassing 4 biological replicates of each genotype, were collected and processed. Worm pellets were resuspended in 50ul RIPA buffer lysate (2%SDS) supplemented with a protease inhibitor cocktail tablet. Worm pellets were flash-frozen in liquid nitrogen and crushed (4 cycles) in microcentrifuge tubes using a plastic dounce homogeniser. Lysates were then heated at 95 °C for 10 min. Protein concentration in each sample was estimated using the PierceTM BCA Protein Assay Kit (Thermo Scientific) following the instructions of the manufacturer.

The collected worm lysate was boiled in lysis buffer (5% sodium dodecyl sulfate (SDS), 5 mm tris(2-carboxyethyl)phosphine (TCEP), 10 mm chloroacetamide (CAA), 100 mm Tris, pH 8.5) for 10 min followed by micro tip probe sonication (Q705 Sonicator from Fisherbrand) for 2 min with pulses of 1 s on and 1 s off at 80% amplitude. Protein concentration was estimated by NanoDrop (Thermo Fisher Scientific). Protein digestion was automated on a KingFisher APEX robot (Thermo Fisher Scientific) in a 96-well format using a protocol from Bekker-Jensen et al.^72^ with some modifications. The 96-well comb is stored in plate #1, the sample in plate #2 in a final concentration of 70% acetonitrile and with magnetic MagReSyn Hydroxyl beads (ReSyn Biosciences) in a protein/bead ratio of 1:2. Washing solutions are in plates #3–5 (95% Acetonitrile (ACN)) and plates #6–7 (70% Ethanol). Plate #8 contains 300 μL digestion solution of 100 mm Tris pH 8.5 and trypsin (Promega) in an enzyme:protein ratio of 1:100. The protein aggregation was carried out in two steps of 1 min mixing at medium mixing speed, followed by a 10 min pause each. The sequential washes were performed in 2.5 min and slow speed, without releasing the beads from the magnet. The digestion was set to 12 h at 37 degrees with slow speed. Protease activity was quenched by acidification with trifluoroacetic acid (TFA) to a final pH of 2, and the resulting peptide mixture was purified on the OASIS HLB 96 wellplate (Waters). Peptides were eluted twice with 100 µL of 50% ACN and dried in a Savant DNA120 (Thermo Fisher Scientific).

Peptides were then dissolved in 2% formic acid before liquid chromatography-tandem mass spectrometry (MS/MS) analysis. The mixture of tryptic peptides was analysed using an Ultimate3000 high-performance liquid chromatography system coupled online to an Eclipse mass spectrometer (Thermo Fisher Scientific). Buffer A consisted of water acidified with 0.1% formic acid, while buffer B was 80% acetonitrile and 20% water with 0.1% formic acid. The peptides were first trapped for 1 min at 30 μl/min with 100% buffer A on a trap (0.3 mm by 5 mm with PepMap C18, 5 μm, 100 Å; Thermo Fisher Scientific); after trapping, the peptides were separated by a 50-cm analytical column (Acclaim PepMap, 3 μm; Thermo Fisher Scientific). The gradient was 7 to 35% B in 103 min at 300 nl/min. Buffer B was then raised to 55% in 3 min and increased to 99% for the cleaning step. Peptides were ionised using a spray voltage of 2.1 kV and a capillary heated at 280 °C. The mass spectrometer was set to acquire full-scan MS spectra (350–1400 mass/charge ratio) for a maximum injection time set to Auto at a mass resolution of 60,000 and an automated gain control (AGC) target value of 100%. For MSMS fragmentation, we chose the DIA approach: AGC target value for fragment spectra was set at 200%. 60 windows of 10 Da were used with an overlap of 1 Da (m/z range from 380 to 980). Resolution was set to 15,000 and IT to 40 ms. The normalised collision energy was set at 30%. All raw files were analysed by DIA-NN v1.8.1^73^, searching against library generated automatically using *C. elegans* proteome (downloaded from UniProt) and standard settings: peptides from 7 to 30 AA, max number of missed cleavages of 1, oxidation (M) and protein-Acetylation as only variable modifications.

The data analysis was performed using the Perseus software platform. Briefly, the original data was first log2 transformed, and then only the proteins with at least 3 values from the 4 reps were kept. At this point, the missing data were imputed using the automatic settings of Perseus. The imputed data was then analysed on the Perseus platform, which calculated the difference in the intensity of each protein between the groups being compared and the FDR P-value (following Student’s *t* tests). Volcano plots were then generated in Perseus by viewing and comparing the differential protein expression and FDR p-value between the genetic backgrounds being compared. A FDR p-value of 0.05 was applied as a cut-off (represented by black curves on each plot), and for each protein, significance is shown as -Log_10_(*p*-value) coming from the t-test, as the difference between backgrounds compared.

The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE^74^ partner repository with the dataset identifier PXD044595 [http://proteomecentral.proteomexchange.org/cgi/G etDataset?ID = PXD044595].

### Relative mtDNA content

mtDNA content relative to nuclear DNA in worms was quantified using 7 single Day 1 (YA) worms from wildtype, *ubql-1(tm1574)*, *hsf-1* OE and *hsf-1* OE*;ubql-1(tm1574)* worm populations cultured on OP50 bacteria. Each single worm was added to 10 µl worm lysis buffer containing proteinase K and flash-frozen in liquid nitrogen. For standards, 5 Day1 (YA) worms from each background were collected in the same way as described earlier. All samples were incubated at 65 °C for 90 minutes, then at 95 °C for 15 min to release genomic DNA. Primers for nuclear gene *cdc-42p* and mitochondrial gene *nd-1* were used to estimate nuclear and mitochondrial DNA content. Quantitative PCR was performed using Biorad CFX96 Real-time PCR detection system and BioRad SsoAdvanced SYBR green super mix. Quantification of relative gene expression of mtDNA:nuclearDNA was performed with the standard curve method.

### Quantification and statistical analysis

Sample number (n) corresponds to the number of biological replicates/trials or the number of animals used, as stated in each figure legend. In all cases, error bars correspond to SD. All statistical tests (log-rank (Mantel-Cox), two-way ANOVA) were carried out as stated within each figure legend using GraphPad Prism 10. The statistical details of all experiments can be found in the accompanying figure legends.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Reporting Summary

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

Transparent Peer Review file

## Source data

Source Data

## Data Availability

The ChIP-seq datasets analysed during the study can be found in the NCBI Gene Expression Omnibus using accession number GSE81523. The RNA-seq data generated in this study have been deposited in the NCBI Gene Expression Omnibus using accession number GSE241558. The Proteomics data generated in this study have been deposited in the PRIDE repository with the accession number PXD044595 [http://proteomecentral.proteomexchange.org/cgi/G etDataset?ID = PXD044595]. Source data are provided in this paper.

How the deposited data were processed for this re-analysis (not part of the article)

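RNA-seq was carried out on 4 genotypes of *C. elegans*, each with 4 biological replicates, on day 1 of adulthood at 20 °C: wildtype, *hsf-1* OE, *ubql-1(tm1574)*, and *hsf-1* OE; *ubql-1(tm1574)*. The proteomics data of the study are not held in the deposited RNA-seq tables and were not analysed.

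The authors removed reads with adaptors, poly-N or poor quality, aligned the rest with Hisat2 and counted reads per gene with featureCounts. The authors deposited 3 tables, each with the raw counts of 8 libraries, for *hsf-1* OE and wildtype, for *ubql-1(tm1574)* and wildtype, and for *hsf-1* OE; *ubql-1(tm1574)* and *hsf-1* OE. The deposited tables also hold the authors' normalized signal per group (the mean of counts divided by DESeq2 size factors), the authors' log2 fold change and the authors' p-value with its Benjamini-Hochberg adjustment. The signal, log2 fold change and p-value columns served only to check the direction of each table and to compare calls. Another 48 columns of values per library were not used. The tables list 22248, 21428 and 23034 genes, and none with fewer than 2 counts over its 8 libraries. For a model of all 16 libraries they were joined into 23758 genes. No count differed between tables for the same library and gene, and 17372 cells of the join (4.57%), which no table lists, were set to 0.

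The paper names neither the genome build nor the annotation release, and its text does not say whether counting used the strand. Of the gene identifiers, 23180 matched a locus tag of the WBcel235 annotation and 578 did not, of which the authors had named 125 as genes outside the annotation, with at most 0.595% of the counts of a library. The positions of 23176 of the 23180 matched genes (99.98%) overlapped those of WBcel235.

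Total counts per library ran from 18202151 to 30524762, with a median of 22241519. The 10 genes with most counts held between 6.9% and 10.6% of a library. A normalized count is a count divided by the TMM-scaled library size relative to the mean of the libraries compared. Where all libraries of a group had at most 3 counts, a fold change is given as a bound against 3 counts in that group.

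The comparisons, thresholds, gene lists, the rule for the genes named and the alternatives were fixed before the data were examined. The main test was edgeR's quasi-likelihood F test (edgeR 4.0.16, limma 3.58.1, R 4.3.3) on the 8 libraries of a comparison, two-sided, with TMM normalization and the filterByExpr filter. Genes passed with a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change over 1; for the 5 genes of the CDC-48 complex no fold change threshold was set. An interaction of *hsf-1* OE and *ubql-1(tm1574)* was tested in one edgeR model of all 16 libraries. Genes raised or lowered in a *ubql-1* dependent manner were those past both thresholds between *hsf-1* OE and wildtype and, with the opposite sign, between *hsf-1* OE; *ubql-1(tm1574)* and *hsf-1* OE. Tables and exact permutation tests, which used the log2 of the normalized count plus 1, were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.

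Gene lists were tested with camera at a preset correlation of 0.01 on limma-voom values. Of 25 lists, 11 were written by hand: sperm, oocyte and eggshell, germline nuclear and meiotic, early embryo, cuticle and moulting, vitellogenin, cilium, proteasome, other CDC-48 cofactors, ER protein folding and ER-associated degradation, and the mitochondrial unfolded protein response. The other 14 were read from Supplementary Data 1 (the survival screen), Supplementary Data 5 (mitochondrial proteins) and Supplementary Data 7 (12 KEGG terms). The adjustment covered 75 tests, 25 lists in 3 comparisons.

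The genes named are those the paper names for these strains, those of Fig. 3a and Fig. 3c, those of the KEGG terms and the lists, and per comparison the 3 largest rises and the 3 largest falls past both thresholds among genes with at least 100 normalized counts on average and without overlap between the libraries of the 2 genotypes. Of the long lists only some members are named.

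Whether the replicate numbers pair the libraries was checked over 11937 genes by correlating each library's deviation from its group mean between genotypes. The lowest correlation between libraries with the same number was 0.102 for *hsf-1* OE and wildtype, 0.234 for *ubql-1(tm1574)* and wildtype, and 0.492 for *hsf-1* OE; *ubql-1(tm1574)* and *hsf-1* OE, against means of -0.09, -0.15 and -0.20 between different numbers. Each lay above the limit of 0.1 set for pairing, so a fit with the replicate number as a block stands beside results that it changes.

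The test was checked on simulated data in which 200 genes changed by a log2 fold change of 2. It recovered 190, 193 and 182 of them in the 3 comparisons with 6, 5 and 3 false calls, and 171 of the interactions with 6 false calls. DESeq2 1.42.0 recovered 193, 194 and 190, with 18, 11 and 17 false calls. The simulated libraries were drawn independently, without the correlation between libraries of the same replicate number. Changed genes were drawn only above a mean simulated count of 20. The recovery and false calls hold for such data and may differ in the real libraries.

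The alternatives were DESeq2, edgeR's RLE normalization, scaling to the geometric mean of *rpb-2*, *pmp-3* and *cdc-42*, no filter on low counts, at least 10 counts in every library, all 16 libraries in one fit, the replicate number as a block, each library left out in turn, and no fold change threshold. For *ubql-1* dependent genes a definition by the interaction and separate *hsf-1* OE libraries for each comparison were added, for the lists fry and an estimated correlation, and for genes near *ubql-1* a window of 5 Mb in place of 1 Mb. Supplementary Data 6 is held only in part for *hsf-1* OE (1575 entries), so it was used to look up single values and for no overlap.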

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

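The tests of replicates 1 and 2 against replicates 3 and 4, of stage between *hsf-1* OE and wildtype, of RNA from *hsf-1* OE worms in one library, of a strain variant and of a variant lost in the cross were chosen only after the result was seen.

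In 17 of the 255 groups of 4 libraries examined, the gap from 1 library to the next, as a share of the range of the group, was above Dixon's 95% critical value, and chance gives 12.8 such groups. Of these 17 libraries, 5 were replicate 1 of *hsf-1* OE; *ubql-1(tm1574)*. This library had 490.2 normalized counts of *daf-19* (next library 291.8), 103.8 of *dyf-5* (30.5), 251.2 of *ift-74* (87.1), 290.3 of *nphp-4* (83.1) and 8.9 of *hsp-16.11* (14.5). Its 4 high values were all of cilium genes that have more counts in the libraries labelled *hsf-1* OE. RNA from *hsf-1* OE worms in this library was tested as a source. A share of 29.2% to 41.7% would be needed for the 4 genes, and the lowest of these would bring 1410 normalized counts of T01D3.6 and 50.9 of K02E7.6. The library had 185 and 0, which argues against it. Its total count of 20486225 was the lowest of its genotype but within the range of the others, and its 10 genes with most counts held 8.5% of it. A difference in the state of the worms collected for this library stays open and was not tested.

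The 12 others were spread over 8 libraries. Wildtype replicate 1 had 1070 normalized counts of *hsp-70* (next library 249.3), wildtype replicate 2 had 1.2 of F56A4.3 (0) and wildtype replicate 3 had 13.4 of *dyf-5* (12). Replicate 2 of *ubql-1(tm1574)* had 2458 of T01D3.6 (2773) and 8495 of *pcn-1* (7572). Among the libraries labelled *hsf-1* OE, replicate 1 had 789.5 of *nphp-4* (540) and 772.7 of *npl-4.2* (607.7), and replicate 4 had 309.1 of *hsp-70* (507), 32.3 of Y41D4A.4 (11.8) and 1 of *hil-2* (0). The mean log2 normalized count of the cilium list was 6.25 in *hsf-1* OE replicate 3 (6.31), and that of the list for ER protein folding was 11.78 in replicate 3 of *hsf-1* OE; *ubql-1(tm1574)* (11.88). The values of F56A4.3 and *hil-2* are single reads at the floor. No explanation was tested for these single libraries, and the number of such groups is near the number by chance.

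The effect of *ubql-1(tm1574)* differed between the 2 backgrounds for 86 of 15645 genes, 22 with a positive and 64 with a negative interaction, and for 853 with the replicate block and 555 with DESeq2. Of 60 splits of the libraries within both backgrounds, 1 gave as many genes, the real one, and the next highest count was 14. The count rose to 663 without wildtype replicate 4 and to 491 without *hsf-1* OE replicate 1. It fell to 49 without wildtype replicate 1, to 37 and 39 without replicates 3 and 4 of *ubql-1(tm1574)*, to 36 without *hsf-1* OE replicate 3, and to 32 and 49 without replicates 2 and 3 of *hsf-1* OE; *ubql-1(tm1574)*. The splits argue against an arbitrary grouping of libraries. That the mutation acts differently in the 2 strains for a biological reason stays open, as does a difference in stage that is not the same in the 2 backgrounds, and neither was tested for this count.

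Cuticle and moulting genes, which the paper does not discuss, were higher in *ubql-1(tm1574)* than in wildtype. Of the 38 tested, 37 were higher, and their median log2 fold change was 2.17 (adjusted p = 1.38e-11 from camera, 0.0237 from fry and 0.345 with an estimated correlation). Over the 8 fits that left out one library it lay between 1.82 and 2.54. The mean log2 normalized count of the list was 6.22 to 7.83 in the 4 mutant libraries and 3.79 to 5.67 in the 4 wildtype libraries. Its gene with most counts, *col-73*, averaged 243 normalized counts in wildtype and 1157 in the mutant. The median log2 fold change of 42 sperm genes was 0.68, with 40 higher (adjusted p = 7.38e-08 from camera and 0.0943 from fry). None of the genes of either list is in another hand-written list or in a KEGG list of the study. Worms collected at a different stage would move both lists, and the values go with that. The same genes also part replicates within a genotype. Of the 328 genes higher in the mutant, 86.9% had higher counts in replicates 3 and 4 than in replicates 1 and 2 of *hsf-1* OE; *ubql-1(tm1574)* and of *hsf-1* OE, against 43.9% of all genes tested. A difference in stage between the collections may therefore lie behind many of the 342 genes. Of the 35 splits of the 8 libraries, 1 gave as many genes, the real one, so the difference follows the genotype. An effect of the mutation itself on development stays open and was not tested.

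In the libraries labelled *hsf-1* OE, sperm genes were higher and oocyte genes lower than in wildtype. All 42 sperm genes were higher, with a median log2 fold change of 1.44 (adjusted p = 2.02e-08 from camera, 0.00299 from fry and 0.384 with an estimated correlation). All 34 oocyte and eggshell genes were lower, with a median of -1.14 (adjusted p = 1.08e-12, 0.00233 and 0.35). With one library left out the medians lay between 1.17 and 1.57 and between -1.42 and -1.07, and scaled to the 3 housekeeping genes they were 1.80 and -0.79. The sperm gene with most counts, *sss-1*, averaged 1575 normalized counts in wildtype and 2809 in the libraries labelled *hsf-1* OE, and the oocyte gene with most counts, *cpg-2*, 52812 and 24452. Of the 34 oocyte genes, 1 is in a KEGG list of the study. The 41 cuticle and moulting genes tested were all higher, with a median of 4.70 (adjusted p = 0.000341 from camera and 0.065 from fry), and 5.08 (adjusted p = 0.0573) with the housekeeping genes. Among the 3341 genes with higher counts, 82.5% were also higher in replicates 3 and 4 than in replicates 1 and 2 of *ubql-1(tm1574)*, against 53.2% of all genes tested. Worms collected at a different stage, with more sperm and fewer oocytes, could give these values. Whether the strain itself develops differently was not tested and stays open.

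The 5 genes of the CDC-48 complex had a median log2 fold change of -0.46 in the same comparison, less than the -1.14 of the oocyte genes. A lower share of oocyte RNA in the libraries labelled *hsf-1* OE could lower these genes too. The comparison cannot decide this, because any smaller fall would meet it and the oocyte share of their mRNA is not known. That explanation and lower transcription of these genes both stay open. Of the 35 splits, 1 gave as many of the 5 genes lower, the real one. Passing counts of lists say less. Of the 25 lists 21 passed between the libraries labelled *hsf-1* OE and wildtype, and 14 of the 35 splits gave as many, among them 5 of the 8 splits that part all 4 pairs of replicate numbers. The 13 others that gave as many keep 3 libraries of a genotype together, so they carry part of the difference between the genotypes, and the 18 splits with 2 libraries of each genotype on either side gave 0 to 14 lists. So the number of lists that pass in camera at the preset correlation does not by itself tell the genotypes from groupings that keep 3 of 4 libraries together.

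There were 2 genes, F56A4.3 and *anp-1*, at or under 3 counts in all 8 libraries without the transgene and expressed in all 8 libraries with it. Their normalized counts there ran from 216 to 517.3 and from 1498 to 2130. No gene had the opposite pattern at 3 counts, though *hil-2* (0 to 4 normalized counts against 697 to 860) and *hil-5* (1 to 6 against 4427 to 6911) were close to it. F56A4.3 and *anp-1* were expressed in both genotypes with the transgene, so an effect of the transgene and a variant of the strain against the reference cannot be told apart for these 2 genes, since every library with the transgene comes from the same strain. For 1 gene, K02E7.6, the 12 libraries of the other 3 genotypes had no counts and the 4 libraries labelled *hsf-1* OE had 133 to 220.4. The fall of cilium genes in *hsf-1* OE; *ubql-1(tm1574)* could come from a variant of the *hsf-1* OE strain that the cross lost or from the mutation in *ubql-1*. These cannot be told apart for the cilium genes, because K02E7.6 alone is too little to decide and no second cross was sequenced.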

How the results depend on the processing

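No alternative in this part was chosen after its result was seen. Genes that a filter removed have no value under it, and the lists were tested with RLE normalization, the housekeeping genes, the replicate block, fry, an estimated correlation and each library left out, but not with DESeq2 or another filter.

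Between the libraries labelled *hsf-1* OE and wildtype the number of genes past both thresholds stayed within 1.5 times its value under 7 alternatives, from 2623 with at least 10 counts in every library to 5262 with scaling to *rpb-2*, *pmp-3* and *cdc-42*, and in all 8 fits that left out one library. It moved to 9960 without the fold change threshold, which by construction lets smaller changes pass.

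For *ubql-1(tm1574)* against wildtype the count was 342. It moved to 585 with DESeq2, 177 with at least 10 counts in every library, 779 with the replicate block and 1178 without the fold change threshold, and from 42 to 739 across the 8 fits that each left out one library. The lowest was without *ubql-1(tm1574)* replicate 3 and the highest without wildtype replicate 4. The count stayed within 1.5 times with edgeR's RLE normalization (352), the housekeeping genes (237), no filter (333) and all 16 libraries (482). For *hsf-1* OE; *ubql-1(tm1574)* against *hsf-1* OE the count was 95. It moved to 181 with DESeq2, 179 with the replicate block and 145 without the fold change threshold, and from 48 (without *hsf-1* OE replicate 3) to 109 across the fits that left out one library. The count lay between 79 and 128 under the other 5 alternatives. The interaction, with 86 genes, moved to 555 with DESeq2, 57 with at least 10 counts and 853 with the replicate block, and from 32 to 663 with one library left out. The count was 83 with RLE, 110 with the housekeeping genes and 82 without a filter. The filter of at least 10 counts tests fewer genes, and leaving out a library tests fewer samples. Fewer samples would not account for the rises to 739 and 663 with one library left out. For those rises, DESeq2 and the replicate block the cause was not tested.

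Genes raised in a *ubql-1* dependent manner numbered 44. They moved to 77 with DESeq2, 24 with at least 10 counts, 82 with the replicate block and a median of 15.5 with separate *hsf-1* OE libraries, and from 20 to 44 with one library left out. The lowest was without replicate 2 of *hsf-1* OE; *ubql-1(tm1574)*. The count lay between 40 and 66 under the other 6 alternatives. The 66 came from the definition by the interaction and include 21 of the 44. Genes lowered numbered 10, and that definition gave 13, which include 3 of the 10. The 10 moved to 19 with DESeq2, 4 with the housekeeping genes, 18 with all 16 libraries, 16 with the replicate block, 21 without the fold change threshold and a median of 1.5 with separate libraries, and from 3 to 11 with one library left out. The lowest was without *hsf-1* OE replicate 3 and without replicate 3 of *hsf-1* OE; *ubql-1(tm1574)*. Separate libraries leave 2 libraries of *hsf-1* OE for each comparison. For the other moves the cause was not tested.

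Of the 5 CDC-48 genes, 5 were lower between the libraries labelled *hsf-1* OE and wildtype under every alternative but the housekeeping genes, where 0 passed and the median log2 fold change of all genes had risen by 0.36. Leaving out wildtype replicate 2 gave 4, and leaving out any other library 5. Between *hsf-1* OE; *ubql-1(tm1574)* and *hsf-1* OE none passed except 1, *cdc-48.1*, with the replicate block. At the preset correlation 58 of the 75 list tests passed, from 54 to 60 with one library left out. With an estimated correlation 0 passed, which gives each list its own correlation in place of 0.01. The odds that a gene near *ubql-1* had changed, against other genes, were 0.723 between *hsf-1* OE; *ubql-1(tm1574)* and *hsf-1* OE and 1.59 (p = 0.0827, Fisher's exact test) in the wider window of 5 Mb. Between *ubql-1(tm1574)* and wildtype they were 0.676 and 1.09 (p = 0.562, Fisher's exact test). None of these 4 passed.

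Some values changed direction. Between the libraries labelled *hsf-1* OE and wildtype, scaling to the housekeeping genes gave 0.24 for *hsf-1*, 0.094 for *cdc-48.2*, 0.012 for *hsp-16.11*, and medians of 0.27 for the mitochondrial unfolded protein response, 0.19 for the survival screen and 0.22 for mitochondrial proteins. Each moved by about as much as the median of all genes. The value of *ubql-1* there, 0.03, became -0.16 with DESeq2, -0.13 with RLE, -0.11 without a filter and -0.10 with all 16 libraries, and lay from -0.13 to 0.042 with one library left out. The early embryo list went from 0.01 to -0.16 with RLE. Leaving out single libraries, it lay from -0.20 to 0.025, *hsp-16.11* from -0.73 to 0.12 and *hsp-70* from -0.015 to 1.48.

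Between *ubql-1(tm1574)* and wildtype, *hsp-16.11* (0.008) became -0.01 with DESeq2, -0.004 with RLE and -0.016 without a filter, the early embryo list became 0.012 with the housekeeping genes, and the list for ER protein folding (0.002) became -0.008 with RLE. In the fits that left out one library, *hsp-16.11* lay from -0.57 to 0.47, *hsp-70* from -0.995 to 0.96, *parg-2* from -0.76 to 0.19, the vitellogenin list from -0.034 to 0.23 and the ER list from -0.022 to 0.015.

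Between *hsf-1* OE; *ubql-1(tm1574)* and *hsf-1* OE, the housekeeping genes gave -0.059 for *npl-4.2*, -0.063 for *cdc-48.2*, -0.017 for the vitellogenin list and -0.061 for the proteasome list, and the replicate block gave 0.11 for the cuticle list (adjusted p = 0.0247). For the interaction the housekeeping genes gave -0.11 for *npl-4.2* and -0.095 for *cdc-48.2*. When single libraries were left out, *npl-4.2* lay from -0.039 to 0.072 and its interaction from -0.034 to 0.14, *cdc-48.2* from -0.052 to 0.04 and its interaction from -0.019 to 0.13, and F44E5.4 from -0.10 to 0.62. The lists lay from -0.21 to 0.09 for the early embryo, from -0.74 to 0.56 for the cuticle, from -0.14 to 0.31 for vitellogenins, from -0.045 to 0.054 for the proteasome and from -0.10 to 0.004 for ER protein folding. For each reversed value outside the shift of all genes the cause was not tested.

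The other values of single genes and lists changed as follows. With DESeq2 94 kept their direction and side of the threshold and 9 became stronger. With RLE 148 were kept, 1 became weaker and 1 stronger, and with the housekeeping genes 129 were kept, 6 became weaker and 6 stronger. Without a filter 98 were kept and 3 became stronger, and with at least 10 counts 81 were kept and none changed. With all 16 libraries 83 were kept, 1 became weaker and 4 stronger. The replicate block kept 134 and made 19 stronger, so that it passed more results and ended no call. The cuticle list, whose median reversed with the block, had not passed in camera (adjusted p = 0.963) and passed with the block (adjusted p = 0.0247). In the main fit camera's own direction was up, although the median was negative, so only the median is known to have reversed. Of the values with one library left out 1211 were kept, 55 became weaker and 29 stronger. With fry 40 lists were kept, 8 became weaker and 3 stronger, and with an estimated correlation 16 were kept and 35 became weaker.

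Depth limits the genes near the floor. Where all libraries of a genotype had at most 3 counts, the size of a change is known only as a bound.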

Differences from the paper's values

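No test in this part was chosen after a result was seen. With edgeR's quasi-likelihood test, 532 genes were lower in the libraries labelled *hsf-1* OE than in wildtype, against the paper's 919. At both thresholds the authors' deposited log2 fold changes and adjusted p gave 1035 lower and 3257 higher genes, each above the paper's count. The deposited values thus do not give the paper's counts either. Of the alternatives set before the data were examined, DESeq2 (1038), edgeR's RLE normalization (890), no filter on low counts (888), all 16 libraries in one fit (820), and leaving out *hsf-1* OE replicate 1 (1158), 2 (726) or 4 (625) came within 1.5 times the paper's count. The housekeeping genes (281), at least 10 counts in every library (355), the replicate block (553), no fold change threshold (4249), *hsf-1* OE replicate 3 left out (595) and each wildtype library left out (489 to 601) did not.

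Between *hsf-1* OE; *ubql-1(tm1574)* and *hsf-1* OE, 95 genes passed against the paper's 152, 48 higher against the paper's 75, and 47 lower against the paper's 77. The authors' deposited values gave 184 genes there, 95 higher and 89 lower, each above the paper's count. DESeq2 (181, 91 and 90), all 16 libraries in one fit (128, 73 and 55), the replicate block (179, 86 and 93) and no fold change threshold (145, 73 and 72) came within 1.5 times the paper's counts. Without replicate 1 of *hsf-1* OE; *ubql-1(tm1574)* the total (109) and the higher genes (58) did, and the lower genes (51) did not. The other alternatives set before the data were examined did not, with totals of 91 for RLE, 79 for the housekeeping genes, 99 without a filter, 82 with at least 10 counts, and 48 to 95 with any other library left out.

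Genes lowered by *hsf-1* OE in a *ubql-1* dependent manner numbered 10 against the paper's 17. DESeq2 (19), all 16 libraries in one fit (18), the replicate block (16), no fold change threshold (21) and the definition by the interaction (13) came within 1.5 times the paper's count. RLE (11), the housekeeping genes (4), no filter (11), at least 10 counts (7), separate *hsf-1* OE libraries (1.5) and each library left out (3 to 11), also set before the data were examined, did not.

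Between the libraries labelled *hsf-1* OE and wildtype the log2 fold change was -0.44 for *npl-4.2* against the paper's -0.628, -0.46 for *ufd-1* against the paper's -0.653, -0.49 for *cdc-48.1* against the paper's -0.682 and -0.26 for *cdc-48.2* against the paper's -0.458. It was 2.02 for *asns-2* against the paper's 1.815, 3.04 for *tag-68* against the paper's 2.845 and 4.65 for *dyf-5* against the paper's 4.470, all from the paper's supplementary data. For each of the 7 genes DESeq2 (-0.63, -0.65, -0.68, -0.46, 1.81, 2.85 and 4.48 in this order), RLE, no filter and all 16 libraries in one fit came within the replicate error of the paper's value, and so did leaving out *hsf-1* OE replicate 1 or 2. Leaving out *hsf-1* OE replicate 3 did for *npl-4.2*, *asns-2*, *tag-68* and *dyf-5*, replicate 4 for *asns-2*, *tag-68* and *dyf-5*, wildtype replicate 1 or 2 for *asns-2* and *dyf-5*, and wildtype replicate 4 and the replicate block for *dyf-5*. Of the alternatives set before the data were examined, the housekeeping genes and at least 10 counts did for none of the 7 genes, nor did the others for the genes not named with them.

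The paper names *pgp-5* and *pgp-6* among the genes with lower counts in *hsf-1* OE; *ubql-1(tm1574)* than in *hsf-1* OE, and neither passed here (adjusted p = 0.056 and 0.0821). DESeq2, no filter on low counts, the replicate block and leaving out *hsf-1* OE replicate 1 call both. The paper describes lower mRNA of the CDC-48 complex genes in *hsf-1* OE worms, and scaled to the housekeeping genes 0 of the 5 passed, while 4 or 5 passed under the other alternatives. That scaling raised the median log2 fold change of all genes by 0.36, so the loss of these calls says nothing specific about the 5 genes. The paper describes a strain that overexpresses *hsf-1*, whose log2 fold change was -0.13 in the libraries labelled *hsf-1* OE. By RT-qPCR it reports higher *ubql-1* mRNA in that strain, and the log2 fold change of *ubql-1* was 0.034 here. A rise of *ubql-1* passed only when scaled to the housekeeping genes, which raised all genes alike. The paper names *rga-3* and *crml-1* as raised in *hsf-1* OE worms, without saying whether mRNA or protein is meant, and their mRNA had log2 fold changes of -0.65 and -0.58, negative under each alternative run.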

Other observations

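The tests of scaling and of exchanged libraries for *hsf-1*, of the replicate block as a test of the collections, and of replicates 1 and 2 against replicates 3 and 4 were chosen only after the result was seen.

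Counts of *hsf-1* did not pass as higher in the libraries labelled *hsf-1* OE, and 2 technical explanations were tested. Over the 4 scalings the highest log2 fold change was 0.24 (adjusted p = 0.188), with *rpb-2*, *pmp-3* and *cdc-42*, and the others were negative. That scaling raised the median of all genes alike, from 0.285 to 0.645, so the change of sign says nothing about *hsf-1* itself, which lay under the median of all genes with either scaling. The scalings thus do not decide whether scaling is a reason that no rise appears, and it stays open. Libraries exchanged between the *hsf-1* OE genotypes and the others would mix the expression of genes that part them. The 2 genes at or under 3 counts in all 8 libraries without the transgene and expressed in all 8 with it, F56A4.3 and *anp-1*, were picked for this and decide nothing. *hil-2*, *hil-5* and Y41D4A.4, named from the wildtype libraries and those labelled *hsf-1* OE alone, also part the 4 *ubql-1(tm1574)* libraries from the 4 of *hsf-1* OE; *ubql-1(tm1574)*, with 697 to 761 normalized counts against 0 to 4 for *hil-2*. These values show no single library of the 8 as exchanged, but an exchange of both genotypes with the transgene for both without it would leave them as they are and stays open. Reads of the transgene that were not counted as *hsf-1*, and a transgene that adds little mRNA at this age, stay open and were not tested.

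The paper measured 3 targets of HSF-1 by RT-qPCR, and their counts without heat shock are given here. *hsp-16.11* (chromosome V, 9090077 to 9090604) had 14.8 ± 11.7 normalized counts (SD, n = 4) in wildtype and 10.5 ± 4.73 in the libraries labelled *hsf-1* OE. *hsp-70* (chromosome I, 9320361 to 9322511), which overlaps *uggt-2* on the other strand, had 403.2 ± 448 and 461.9 ± 102, with a log2 fold change of 0.31 (standard error 0.62, adjusted p = 0.66 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Without wildtype replicate 1 it was 1.48 (adjusted p = 0.00454). F44E5.4 (chromosome II, 11757106 to 11759311), which is similar to *hsp-70*, had 93.1 ± 62.8 and 30.8 ± 17.1, with a log2 fold change of -1.46 (standard error 0.62, adjusted p = 0.0597). It passed with DESeq2 (-1.68, adjusted p = 0.00682), RLE (adjusted p = 0.0345), no filter (adjusted p = 0.0312), all 16 libraries (adjusted p = 0.0244), and without wildtype replicate 3 or *hsf-1* OE replicate 3 (adjusted p = 0.0138 and 0.0394). From *hsf-1* OE to *hsf-1* OE; *ubql-1(tm1574)* none of the 3 passed, with log2 fold changes of 0.34, 0.37 and 0.29 (adjusted p = 0.793, 0.57 and 0.875), nor did any from wildtype to *ubql-1(tm1574)*. *ubql-1* itself had a log2 fold change of 0.034 (standard error 0.06, adjusted p = 0.606) between the libraries labelled *hsf-1* OE and wildtype. Scaled to the housekeeping genes it was 0.39 (adjusted p = 0.000299), but that scaling raised the median log2 fold change of all genes by 0.36. With DESeq2 it was -0.16. The paper reports higher *ubql-1* mRNA in *hsf-1* OE worms by RT-qPCR scaled to the same housekeeping genes.

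For 4 genes that the paper follows in other assays, mRNA counts were as follows. *acs-2* (F28F8.2; chromosome V, 15567392 to 15569889) had 1745 ± 917 normalized counts (SD, n = 4) in wildtype, 2361 ± 508 in *ubql-1(tm1574)*, 3753 ± 1560 in the libraries labelled *hsf-1* OE and 2038 ± 619 in *hsf-1* OE; *ubql-1(tm1574)*. Its log2 fold change between the libraries labelled *hsf-1* OE and wildtype was 1.27 (standard error 0.42, adjusted p = 0.0236 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and p = 0.0571 from an exact permutation test). The adjusted p rose to 0.0506, 0.0589, 0.0687 and 0.0887 without wildtype replicates 1 or 2 or *hsf-1* OE replicates 3 or 4. From *hsf-1* OE to *hsf-1* OE; *ubql-1(tm1574)* it was -0.91 (standard error 0.32, adjusted p = 0.303), and -0.87 (adjusted p = 0.00249) with the replicate block. *ppt-1* (F44C4.5; chromosome V, 6624701 to 6626341) had 27.8 ± 10.7, 50.5 ± 6.27, 62.4 ± 5.89 and 107.8 ± 14.6 normalized counts in the same order of genotypes. Its log2 fold change was 1.29 (standard error 0.27, adjusted p = 0.00262) between the libraries labelled *hsf-1* OE and wildtype and 0.77 (standard error 0.17, adjusted p = 0.0843) from there to *hsf-1* OE; *ubql-1(tm1574)*. The second passed with DESeq2 (adjusted p = 0.00969) and the replicate block (adjusted p = 0.0398).

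*rga-3* (K09H11.3; chromosome V, 5717883 to 5722087) had 5439 ± 391, 4852 ± 207, 3173 ± 715 and 3523 ± 419 normalized counts in that order. Its log2 fold change between the libraries labelled *hsf-1* OE and wildtype was -0.65 (standard error 0.11, adjusted p = 0.00101, the same test), and from there to *hsf-1* OE; *ubql-1(tm1574)* it was 0.13 (adjusted p = 0.768). *crml-1* (K07G5.1; chromosome I, 7152460 to 7156786), which overlaps K07G5.7, had 4561 ± 136, 3002 ± 56.1, 2780 ± 376 and 2187 ± 274. Its log2 fold change was -0.58 (standard error 0.08, adjusted p = 0.000336) between the libraries labelled *hsf-1* OE and wildtype, -0.60 (standard error 0.04, adjusted p = 0.000334) between *ubql-1(tm1574)* and wildtype, and -0.37 (adjusted p = 0.173) from *hsf-1* OE to *hsf-1* OE; *ubql-1(tm1574)*. The last passed with the housekeeping genes (adjusted p = 0.0359) and with the replicate block (adjusted p = 0.0214).

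Other splits of the same libraries show what an arbitrary grouping gives. For *hsf-1* OE against wildtype 1 of 35 splits gave as many genes, the real one, and the others gave 0. For *ubql-1(tm1574)* against wildtype it was also 1 of 35, and the next highest count was 6. For *hsf-1* OE; *ubql-1(tm1574)* against *hsf-1* OE it was 2 of 35. The other split sets replicates 1 and 2 of both genotypes against replicates 3 and 4 and gave 518 genes. The real split parts all 4 pairs of replicate numbers, as do 8 of the 35, and it was the highest of these 8, the others giving 0, while the remaining splits keep at least 1 pair together. A block of the replicate number, which removes a difference between the collections that the numbers mark, left 179 genes. Each number holds 1 library of each genotype, so the block keeps the difference between the genotypes. It therefore could not test a difference between the collections as the cause of the 95. The trend between replicates 1 and 2 and replicates 3 and 4 was tested in the wildtype and *ubql-1(tm1574)* libraries. There 33.3% of the 48 higher genes were higher in replicates 3 and 4, against 53.8% of all genes tested, and 66.0% of the 47 lower genes. The sign of that trend is arbitrary, and a shift of *hsf-1* OE; *ubql-1(tm1574)* toward the state of replicates 1 and 2 would give values on this side. Of the oocyte genes 32 of 34 were higher and of the sperm genes 38 of 42 lower, which goes with such a shift, so a difference in stage stays open.

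For genes raised and lowered in a *ubql-1* dependent manner, 2 of the 70 ways to name 4 of the 8 libraries *hsf-1* OE gave as many. The other way named replicates 3 and 4 of both genotypes and gave 464 and 27 genes. The way that exchanges the names of both genotypes gave 32 and 2. The *hsf-1* OE libraries shared by both comparisons may tie the lists. The 20 simulated data sets without an effect of the mutation had 0 raised and 0 lowered genes, but no gene passed in their second comparison, so they decide nothing. With separate libraries the medians were 15.5 and 1.5, and this explanation stays open. For CDC-48 genes higher in *hsf-1* OE; *ubql-1(tm1574)* the count was 0, as in 35 of 35 splits. As many lists passed in 4 of 35 splits as in the real one for *ubql-1(tm1574)* against wildtype, and in 9 of 35 for *hsf-1* OE; *ubql-1(tm1574)* against *hsf-1* OE. Among the 18 splits with 2 libraries of each genotype on either side, 0 and 3 gave as many.

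Variants linked to *ubql-1* and carried through the cross could change genes near it. Within 1 Mb, 2 of 453 genes tested had changed between *hsf-1* OE; *ubql-1(tm1574)* and *hsf-1* OE, *nmtn-1* and *sulp-1*, named after their values were seen, against 92 of 15101 elsewhere (Fisher's exact test, p = 1). Within 5 Mb it was 17 of 1897 against 77 of 13657 (Fisher's exact test, p = 0.0827, odds ratio 1.59). Most of the changed genes thus lie far from *ubql-1*, and for those near it the counts are too few to exclude linked variants, which stay open. Of the 48 genes higher in that comparison, 17 lie on chromosome X, 35.4% against 13.7% of the genes tested (Fisher's exact test, p = 0.00012), and of the 47 lower genes 2 do (p = 0.057). Of the genes that differ between the libraries labelled *hsf-1* OE and wildtype, 142 of 532 lower genes (26.7%, Fisher's exact test, p = 4.6e-16) and 251 of 3341 higher genes (7.51%, p = 2.5e-35) lie on it. No explanation was tested for chromosome X.

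The remaining lists moved as follows in the libraries labelled *hsf-1* OE against wildtype. The median log2 fold change was -0.60 for germline genes (adjusted p = 2.1e-09 from camera), -0.57 for other cofactors of CDC-48 (adjusted p = 4.14e-05) and -0.37 for proteasome genes (adjusted p = 2.02e-08, and -0.56 without *hsf-1* OE replicate 1). For vitellogenins it was -0.44 (adjusted p = 0.158), with -0.85 and -0.69 without *hsf-1* OE replicates 1 and 2 and an adjusted p of 0.0118 with the replicate block. For the early embryo list it was 0.006 (adjusted p = 0.383 from camera and 0.00652 from fry). With the housekeeping genes these 5 medians became -0.24, -0.21, -0.009, -0.10 and 0.36. The survival screen had -0.18 (adjusted p = 0.00178 from camera), mitochondrial proteins -0.14 (adjusted p = 7.78e-05) and the mitochondrial unfolded protein response -0.09 (adjusted p = 0.312), and all 3 turned positive with the housekeeping genes. Without *hsf-1* OE replicate 1 they reached -0.33, -0.30 and -0.25.

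In *ubql-1(tm1574)* against wildtype the median was -0.22 for oocyte genes (adjusted p = 9.79e-09 from camera and 0.0904 from fry), and -0.15 without wildtype replicate 2. It was -0.20 for germline genes (adjusted p = 1.21e-09 from camera), -0.10 for the survival screen (adjusted p = 1.94e-05), -0.07 for mitochondrial proteins (adjusted p = 5.93e-06) and -0.09 for other cofactors of CDC-48 (adjusted p = 0.0041, and 0.0905 from fry). Proteasome genes had -0.07 (adjusted p = 0.0038 from camera and 0.352 from fry), and -0.040 with an adjusted p of 0.0902 without *ubql-1(tm1574)* replicate 4. The mitochondrial unfolded protein response had -0.06 (adjusted p = 0.08 from camera and 0.0111 from fry), which passed in camera without wildtype replicate 1 or *ubql-1(tm1574)* replicate 3 (adjusted p = 0.0313 and 0.0459 from camera). Cilium genes had 0.15 (adjusted p = 0.128 from camera and 0.0133 from fry), vitellogenins 0.09 (adjusted p = 0.695, and 0.0334 with the replicate block), the early embryo list -0.04 (adjusted p = 0.562) and ER protein folding 0.002 (adjusted p = 0.469).

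From *hsf-1* OE to *hsf-1* OE; *ubql-1(tm1574)* the median was 0.31 for oocyte genes (adjusted p = 6.37e-08 from camera and 0.289 from fry), and 0.49 and 0.20 without *hsf-1* OE replicates 1 and 3. Sperm genes had -0.16 (adjusted p = 4.89e-06 from camera and 0.157 from fry), and -0.08 without replicate 1 of *hsf-1* OE; *ubql-1(tm1574)*. Mitochondrial proteins had -0.10 (adjusted p = 2.82e-09 from camera and 0.0104 from fry) and the mitochondrial unfolded protein response -0.14 (adjusted p = 0.00418 from camera). The survival screen had -0.07 (adjusted p = 0.0106 from camera and 0.226 from fry), and did not pass without *hsf-1* OE replicates 1 or 2 or replicates 3 or 4 of *hsf-1* OE; *ubql-1(tm1574)* (adjusted p = 0.0897, 0.121, 0.0983 and 0.122 from camera). Germline genes had 0.09 (adjusted p = 0.0521 from camera, and 0.00252 with the replicate block). They passed without *hsf-1* OE replicates 1 (0.17, adjusted p = 0.000278) or 2 (0.11, adjusted p = 0.00452) and without replicates 3 (0.12, adjusted p = 0.0112) or 4 (0.14, adjusted p = 0.00096) of *hsf-1* OE; *ubql-1(tm1574)*, and the median fell to 0.014 without *hsf-1* OE replicate 4. Other cofactors of CDC-48 had 0.13 (adjusted p = 0.123 from camera, and 0.0197 with the replicate block). They passed without *hsf-1* OE replicate 1 (0.20, adjusted p = 0.00383) and without replicates 3 (0.18, adjusted p = 0.0293) or 4 (0.16, adjusted p = 0.0235) of *hsf-1* OE; *ubql-1(tm1574)*, and the median was 0.08 without *hsf-1* OE replicate 3. ER protein folding had -0.06 (adjusted p = 0.161, and 0.0121 without *hsf-1* OE replicate 3). Cuticle genes had -0.36 (adjusted p = 0.963), with -0.74 (adjusted p = 0.000235) without *hsf-1* OE replicate 1 and 0.56 (adjusted p = 0.000157) without replicate 4. The early embryo list had -0.10 (adjusted p = 0.426), vitellogenins 0.044 (adjusted p = 0.562) and proteasome genes 0.004 (adjusted p = 0.927).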
